# Role of Hakai in m^6^A modification pathway in *Drosophila*

**DOI:** 10.1038/s41467-021-22424-5

**Published:** 2021-04-12

**Authors:** Yanhua Wang, Lifeng Zhang, Hang Ren, Lijuan Ma, Jian Guo, Decai Mao, Zhongwen Lu, Lijun Lu, Dong Yan

**Keywords:** Development, Epigenetics, RNA splicing, RNA modification

## Abstract

N6-methyladenosine (m^6^A), the most abundant internal modification in eukaryotic mRNA, is installed by a multi-component writer complex; however, the exact roles of each component remain poorly understood. Here we show that a potential E3 ubiquitin ligase Hakai colocalizes and interacts with other m^6^A writer components, and *Hakai* mutants exhibit typical m^6^A pathway defects in *Drosophila*, such as lowered m^6^A levels in mRNA, aberrant *Sxl* alternative splicing, wing and behavior defects. Hakai, Vir, Fl(2)d and Flacc form a stable complex, and disruption of either Hakai, Vir or Fl(2)d led to the degradation of the other three components. Furthermore, MeRIP-seq indicates that the effective m^6^A modification is mostly distributed in 5’ UTRs in *Drosophila*, in contrast to the mammalian system. Interestingly, we demonstrate that m^6^A modification is deposited onto the *Sxl* mRNA in a sex-specific fashion, which depends on the m^6^A writer. Together, our work not only advances the understanding of mechanism and regulation of the m^6^A writer complex, but also provides insights into how Sxl cooperate with the m^6^A pathway to control its own splicing.

## Abstract (web summary)

Drosophila m6A writer complex regulates alternative splicing of the *Sex-lethal* gene. Here the authors show that a potential E3 ligase Hakai interacts with the fly m6A writer complex and that m6A level is reduced in Hakai mutant flies.

## Introduction

There are a variety of chemical modifications on biological macromolecules, such as proteins, nucleic acids, and glycolipids. Like DNA methylation and histone modification, RNA modification represents an extra layer of epigenetic regulatory mechanism^1,2^. More than 150 chemical modifications in RNA have been discovered, and their biological functions are only starting to be revealed^3^. Chemical modifications of RNA exist in all organisms and for all forms of RNA, including tRNA, rRNA, mRNA, and long noncoding RNA. Common RNA modifications include N6-methyladenosine (m^6^A), N6,2’-O-dimethyladenosine (m^6^A_m_), N1-methyladenosine (m^1^A), 5-methylcytidine (m^5^C), N4-acetylcytidine (ac^4^C), 7-methylguanosine (m^7^G), and pseudouridine (Ψ), etc^4,5^. Among them, m^6^A is the most abundant internal modification of mRNA in eukaryotes. Although m^6^A in mRNA was found more than 40 years ago^6,7^, it was only recently that the field has made extensive progress owing to technological and experimental breakthroughs. By combining m^6^A-specific antibody and high-throughput sequencing, MeRIP-Seq or m^6^A-Seq allows the m^6^A mapping at the whole transcriptome level, thereby providing the possibility to correlate RNA modifications with their biological functions^8,9^. These and subsequent studies revealed that m^6^A sites contain a consensus motif RRACH (R = G/A; H = U/A/C), and m^6^A peaks are enriched in the 3′ untranslated region (UTR) and near the stop codon in yeast and mammals^8–10^. In *Arabidopsis*, m^6^A is enriched not only in 3′UTRs and near the stop codon but also in 5′UTRs and around the start codon^11^. In mammalian cells, m^6^A also accumulates in the 5′UTR region in response to stress conditions such as heat shock^12,13^. The distribution of m^6^A is important since it implies the mechanism by which m^6^A modification regulates its mRNA.

Another major breakthrough is the gradual elucidation of the m^6^A modification pathway by biochemical and genetic studies. The m^6^A is deposited by a multicomponent methyltransferase complex (“writers”)^14–16^, mainly recognized by YTH domain-containing “readers”^17^, and can be removed by FTO and ALKBH5 “erasers”^18,19^, although FTO was also indicated as an m^6^A_m_ demethylase^20^. The key catalytic component of the m^6^A writer complex, Mettl3, was purified and cloned in 1990s^21,22^. Since then, studies from yeast, *Arabidopsis*, *Drosophila*, and mammalian cells have identified several core components of the writer complex^23,24^, including Mettl14^25,26^, WTAP (Fl(2)d)^27–29^, VIRMA (Virilizer)^30,31^, RBM15/15B (Spenito)^32,33^, ZC3H13 (Flacc or Xio)^34–36^, and Hakai^37^. Interestingly, Fl(2)d^38^, Virilizer (Vir)^39^, Spenito (Nito)^40^, and Xio^36^ were first identified from *Drosophila* sex determination screens and later realized as part of the writer complex. They regulate *Drosophila* sex determination by controlling the alternative splicing of the master regulatory gene *Sex-lethal* (*Sxl*)^41–46^. Recently, Mettl3, Mettl14, as well as the reader Ythdc1, were also shown to be involved in this process^33,47,48^. However, the detailed mechanism of how the m^6^A modification cooperates with Sxl protein to modulate its own splicing is still unclear. Thus, *Drosophila* can serve as a unique system to screen components in the m^6^A pathway and pinpoints a critical role for m^6^A in regulating splicing. Other than *Sxl* splicing, *Drosophila* m^6^A genes are highly expressed in the nervous system and exhibit similar wing and behavior defects when mutated^33,36,47,48^. Mutants of several fly m^6^A factors are viable and thus provide an ideal model to study other processes, such as metabolism and immunity, in the future.

Hakai, also known as CBLL1, was found as an interacting protein with several m^6^A writer components in proteomic studies^23,31,49^. It encodes a RING finger-type E3 ubiquitin ligase and was originally identified as an E-cadherin-binding protein in human cell lines^50^. It was proposed that Hakai ubiquitinates E-cadherin at the plasma membrane and induces its endocytosis, thus playing a negative role post-translationally. Due to the key role of E-cadherin in tumor metastasis, especially epithelial–mesenchymal transition, Hakai has been extensively studied mainly using cell culture and overexpression system^51^, but a previous study using the *Drosophila* model did not observe an increase of E-cadherin level in *Hakai* mutants^52^. In *Arabidopsis*, *Hakai* mutants show partially reduced m^6^A levels and the mutant phenotypes are weaker than other writer components^37^. Importantly, the in vivo role of Hakai as a core m^6^A writer component has not been studied in any animal species. Here, we analyzed the role of Hakai in the *Drosophila* m^6^A modification pathway. Our results demonstrated that Hakai is a bona fide member of the m^6^A writer complex, with its mutants showing reduced global m^6^A levels, typical m^6^A mutant phenotypes, and commonly-regulated gene sets. We also obtained a high-quality fly m^6^A methylome using stringent MeRIP-seq, discovered a female-specific m^6^A methylation pattern for *Sxl* mRNA, characterized the role of Hakai in the m^6^A writer complex, and finally revisited the function of Hakai in E-cadherin regulation.

## Results

### Hakai interacts and colocalizes with known m^6^A writer complex subunits

Since Hakai was found as an interacting protein with other m^6^A writer components in the mammalian proteomic study^23^, we searched the large-scale *Drosophila* Protein interaction Map (DPiM) database^53^. Hakai as bait can pull down Fl(2)d, Vir, and Nito in affinity purification and mass spectrometry experiments; on the other hand, Flacc as a bait can pull down Hakai (Supplementary Fig. 1b). Similarly, our own previous mass-spec study using Fl(2)d or Nito as bait can reciprocally pull down Hakai (Supplementary Fig. 1a)^36^. To confirm these interactions, we performed both co-localization and co-immunoprecipitation (Co-IP) assays. GFP-Hakai localized to nucleus in live S2 cells and co-localized well with mRFP-Mettl3, mRFP-Mettl14, mRFP-Fl(2)d, mRFP-Nito, and mRFP-Flacc (Fig. 1a–e). Next, we transfected GFP-Hakai and different HA-tagged constructs in S2 cells, and used myc-GFP as a control. In the Co-IP experiments, GFP-Hakai, but not myc-GFP, was able to pull down HA-Mettl3, HA-Mettl14, HA-Nito, HA-Fl(2)d, and HA-Flacc (Fig. 1f). Interestingly, the pulldown between Hakai and Fl(2)d was particularly strong compared to other factors, suggesting that Hakai may directly interact with Fl(2)d, while the interaction between Hakai and Nito was the weakest (Fig. 1f). We then further examined the ability of GFP-Hakai to pull down endogenous Fl(2)d proteins using the available monoclonal antibody^42^. *Hakai* transcript is alternatively spliced, producing long and short protein isoforms (Fig. 2a), both of which contain a C3HC4 RING finger domain and a C2H2 zinc-finger domain (Supplementary Fig. 2a). We also included the short isoform in our assay and found that both GFP-Hakai (long isoform) and GFP-Hakai-S (short isoform) can robustly pull down Fl(2)d to a similar extent (Fig. 1g). Together, these data suggest that Hakai is a conserved core component of the m^6^A writer complex and its N-terminal domains are important for its interaction.

**Fig. 1:**
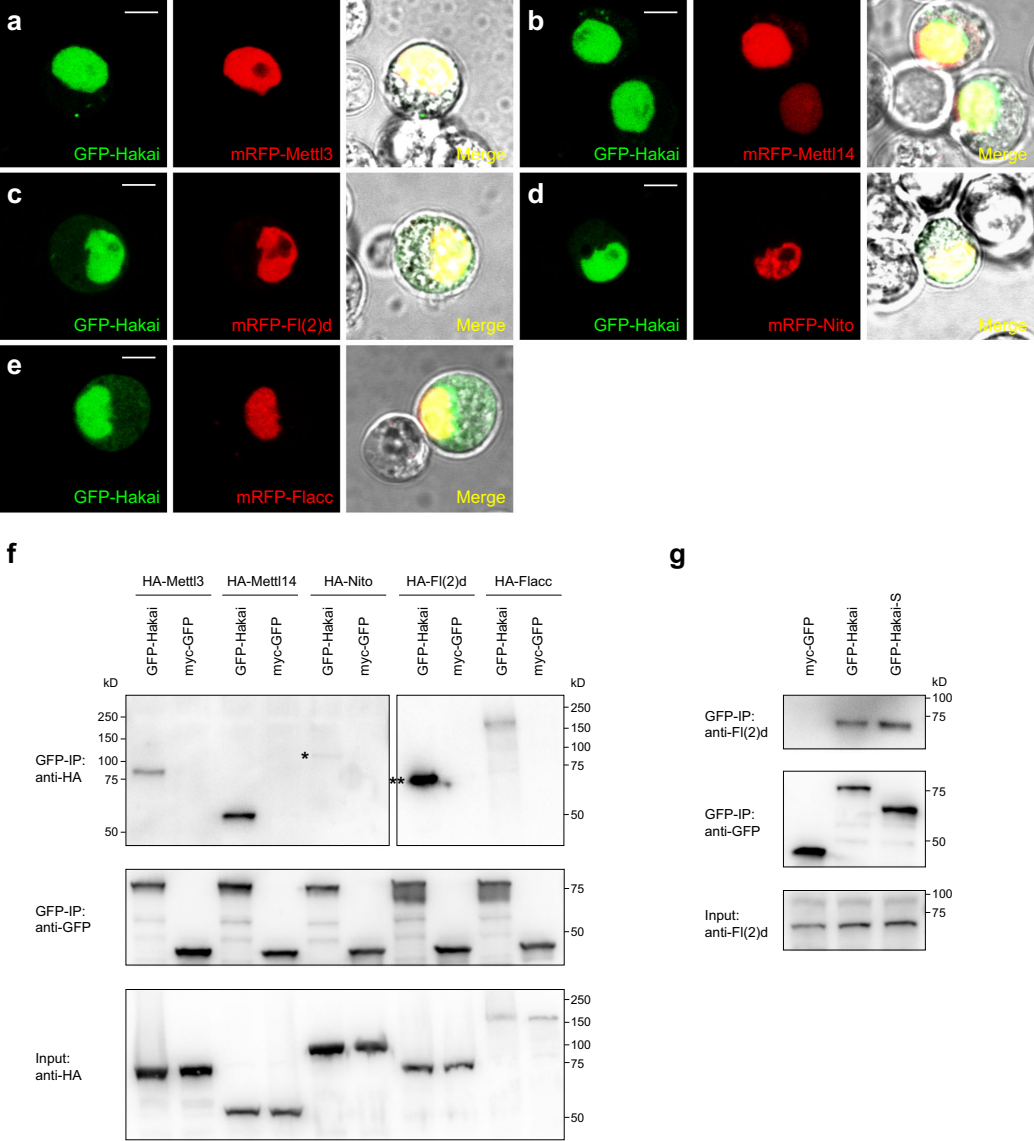
Hakai colocalizes and interacts with other m^6^A writer components. **a**–**e** GFP-Hakai and mRFP-Mettl3, mRFP-Mettl14, mRFP-Fl(2)d, mRFP-Nito, or mRFP-Flacc were co-transfected into S2 cells and their subcellular localization examined in live conditions. All the proteins were predominantly nuclear and GFP-Hakai showed strong co-localization with other factors. Scale bars: 5 μm. **f** GFP-Hakai or myc-GFP and HA-Mettl3, HA-Mettl14, HA-Nito, HA-Fl(2)d, HA-Flacc were co-transfected into S2 cells. Cell lysates were immunoprecipitated using GFP nanobody and analyzed by western blot. myc-GFP was used as a control. GFP-Hakai can pull down HA-Mettl3, HA-Mettl14, HA-Nito, HA-Fl(2)d, and HA-Flacc. Note that much more HA-Fl(2)d was co-IPed than other factors (double asterisk), while the interaction with Nito was the weakest (asterisk). **g** myc-GFP, GFP-Hakai, or GFP-Hakai-S (short isoform) were transfected into S2 cells. Cell lysates were immunoprecipitated using GFP nanobody and analyzed by western blot. GFP-Hakai and GFP-Hakai-S can pull down endogenous Fl(2)d protein to a similar level. Source data are provided as a Source Data file. The experiments in **a**–**g** were repeated at least twice independently with similar results.

**Fig. 2:**
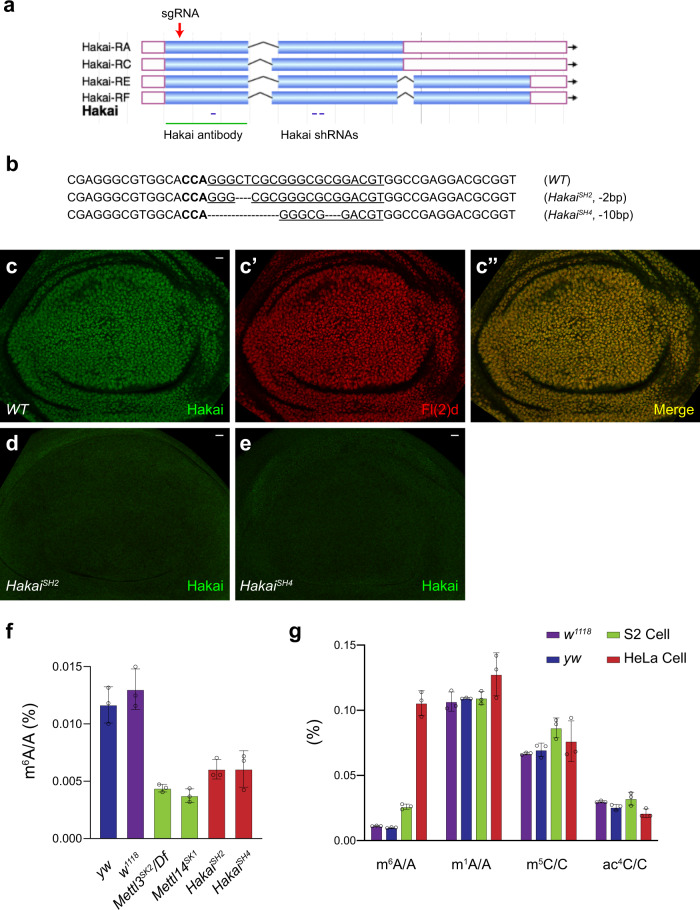
Hakai is required to maintain proper levels of m^6^A methylation. **a** Flybase JBrowse view of the *Hakai* gene locus. *Hakai* has four transcripts due to alternative splicing that generates two long and two short protein isoforms. The positions of three independent shRNAs, *Hakai* sgRNA, and the protein region used to generate a Hakai antibody are indicated. **b** Sequencing results showing frameshift indels in *Hakai*^*SH2*^ and *Hakai*^*SH4*^ flies generated by CRISPR/Cas9-mediated mutagenesis. The targeted genomic DNA sequence is underlined and the NGG PAM sequence is in bold type. **c**–**c”** Hakai and Fl(2)d antibody staining in WT wing discs showing a high degree of co-localization. Hakai antibody staining was strongly reduced in *Hakai*^*SH2*^ (**d**) or *Hakai*^*SH4*^ (**e**) homozygous mutant wing discs. The experiments in **c**–**e** were repeated at least twice independently with similar results, and each time around 30 wing discs for any genotype were examined. Scale bars: 10 μm. **f** Quantifications of m^6^A relative to A in mRNA extracted from male adult flies by LC-MS. Compared to *yw* and *w*^*1118*^ controls, m^6^A levels dropped to about 30% in *Mettl3* or *Mettl14* mutants and to <50% in *Hakai*^*SH2*^ or *Hakai*^*SH4*^ mutants. **g** Quantifications of m^6^A/A, m^1^A/A, m^5^C/C, and ac^4^C/C levels in mRNA extracted from *yw* and *w*^*1118*^ male flies, *Drosophila* S2 cells, and human HeLa cells. Note the substantial difference between fly and human m^6^A levels. **f**, **g** Data are presented as mean ± SD from three biological replicates. Source data are provided as a Source Data file.

### Hakai is required to maintain proper levels of m^6^A methylation

*Hakai* transcript shows a similar expression pattern to those of other m^6^A writers and readers^36^, with high expression in the CNS, ovary, fat body and imaginal discs (Supplementary Fig. 2b; modENCODE developmental and tissue expression database^54^). During development, its expression is high in early embryos, decreases during larval stages, and rises again at pupal stages (Supplementary Fig. 2b), which coincides with the reported m^6^A levels^33^. To monitor endogenous protein expression, we raised an antibody against Hakai (Fig. 2a) and found that it is a ubiquitously-expressed nuclear protein that strongly colocalizes with Fl(2)d (Fig. 2c–c”). To further investigate Hakai function, we generated a sgRNA and constructed or obtained three nonoverlapping shRNA lines (Fig. 2a)^55,56^. By crossing the *U6:3-Hakai sgRNA* with *nanos-Cas9*^57^, we generated a series of *Hakai* mutants with various small deletions and/or insertions. We chose two alleles, *Hakai*^*SH2*^ and *Hakai*^*SH4*^, for further analysis, since they represent different early frameshift mutations that are expected to disrupt translation (Fig. 2b). Indeed, only the background level of Hakai antibody staining remained in *Hakai* homozygous mutant wing discs compared to wild-type (Fig. 2d, e, compared to c), suggesting these are null or strong loss-of-function alleles. *Hakai* homozygous mutants are semi-lethal and only produce viable adult flies in noncrowded conditions, which have delayed developmental time, smaller size, and reduced lifespan.

We then measured N6-methyladenosine levels in *Hakai* mutant adults by quantitative liquid chromatography–mass spectrometry (LC-MS) and used *yw* and *w*^*1118*^ as wild-type controls. We used an external calibration curve prepared with A and m^6^A standards to determine the absolute quantities of each ribonucleoside (Supplementary Fig. 3). After two rounds of polyA selection, m^6^A levels dropped to around 30% in *Mettl3* or *Mettl14* mutant flies, while m^6^A levels reduced more than half in *Hakai*^*SH2*^ or *Hakai*^*SH4*^ mutants (Fig. 2f). These results clearly indicate a critical role of Hakai in m^6^A methylation. During our analysis, we found that the m^6^A levels we measured in *Drosophila* (0.01–0.02% of adenosine after two rounds of polyA purification) were one magnitude lower than those in mammals (0.1–0.4% of adenosine)^1^. This result is consistent with a previous study showing that m^6^A accounts for 0.04% of adenosine after one round of polyA selection in *yw* flies^47^. Thus, we further measured the m^6^A level, as well as the level of several other RNA modifications such as m^1^A, m^5^C, and ac^4^C, in *w*^*1118*^, *yw* flies, S2 cells, and human HeLa cells. To our surprise, m^6^A level was five to ten times higher in human cells than those in *Drosophila*, while m^1^A, m^5^C, and ac^4^C levels were comparable (Fig. 2g). These results imply that the function and mechanism of the m^6^A pathway may be quite different between human and fly.

### *Sxl* alternative splicing and adult fly behavior were defective in *Hakai* mutant

In *Drosophila*, *Sxl* pre-mRNA is the best-characterized example of m^6^A-modified transcripts. *Sxl* transcripts are alternatively spliced. While the male form includes exon3 that contains a stop codon and leads to early termination of Sxl protein translation, the female form skips exon3 and thus produces a functional Sxl protein (Fig. 3a)^58^. Previously multiple m^6^A sites have been mapped in introns on both sides of exon3 and these modifications were proposed to facilitate the alternative splicing of *Sxl* in female flies^47,48^. Indeed, the switch from female form to male form of *Sxl* splicing occurs in all m^6^A mutants, including *Mettl3*, *Mettl14*, *Ythdc1*, *Fl(2)d*, *Vir*, *Nito*, *Flacc*, thus representing a gold standard to validate components in this pathway^33,34,36,38,41,43,47,48^. To monitor *Sxl* splicing pattern, we used a pair of primers flanking exon3 that detects the small female and large male spliced *Sxl* products in RT-PCR (Fig. 3a, b, lanes 1, 2)^59^. As positive controls, *Sxl* splicing was partially shifted from the female form to the male form in *Mettl3* or *Mettl14* mutant females (Fig. 3b, lanes 3–6, arrowheads). In *Hakai*^*SH2*^ or *Hakai*^*SH4*^ female flies, a large band corresponding to the male-specific spliced form was clearly detected (Fig. 3b, last 4 lanes, arrowheads), similar to *Mettl3* or *Mettl14* mutants.

**Fig. 3:**
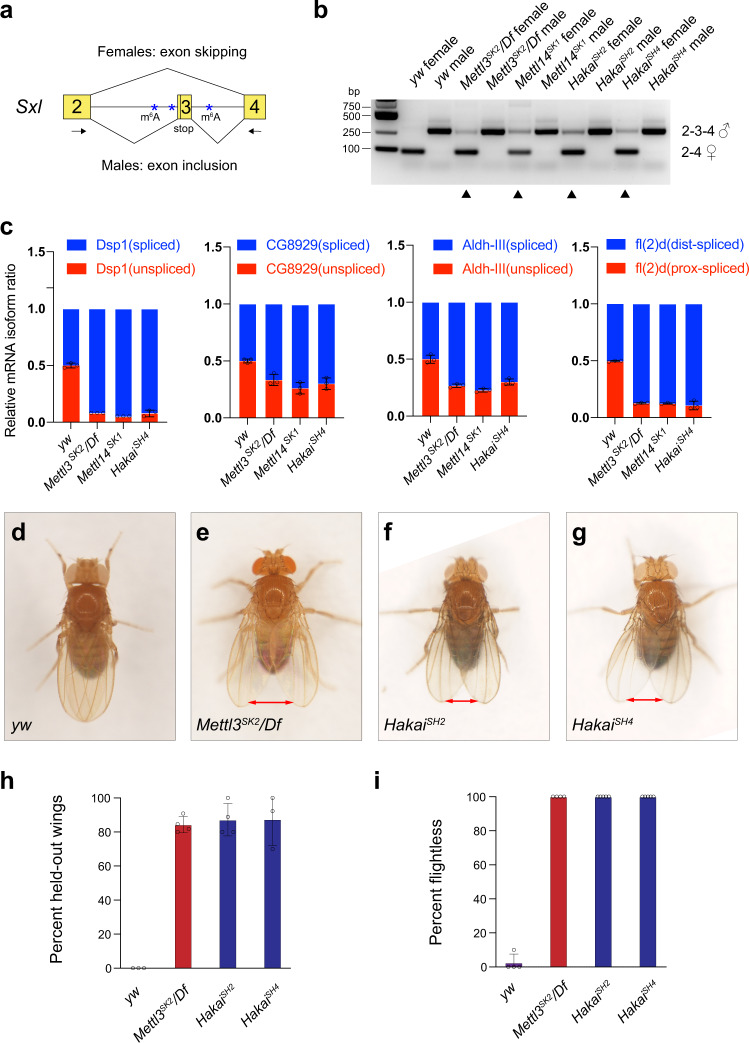
Hakai regulates *Sxl* alternative splicing and adult fly behavior. **a** Diagram showing the alternative splicing event that produces male- or female-specific *Sxl* transcripts. The arrows indicate primers used for RT-PCR. **b** *Sxl* splicing was analyzed by RT-PCR using RNAs extracted from adult flies of indicated genotypes. Note the appearance of male-specific bands in *Mettl3*^*SK2*^*/Df*, *Mettl14*^*SK1*^, *Hakai*^*SH2*^, *Hakai*^*SH4*^ females (arrowheads). Male-specific bands: 2–3–4. Female-specific bands: 2–4. **c** Relative isoform quantification for *Dsp1*, *CG8929*, *Aldh-III* and *fl(2)d* by qPCR in control or m^6^A mutant flies. Hakai is involved in m^6^A-dependent splicing events. Data are presented as mean ± SD from three biological replicates. **d** *yw* flies have their wings properly folded. (**e**) *Mettl3*^*SK2*^*/Df*, (**f**) *Hakai*^*SH2*^, (**g**) *Hakai*^*SH4*^ flies cannot fold their wings and exhibit a held-out wing phenotype (marked by the double arrows). The frequency of flies showing held-out wings were quantified in (**h**). **i** Flies of the indicated genotypes were tested for their flight abilities, and the number of flightless flies was quantified. All flies used from (**c**) to (**i**) were males. **h**–**i** Data are presented as mean ± SD from three to five biologically independent groups (**h**, *n* = 3, 4, 4, 3; **i**, *n* = 4, 4, 5, 5). Source data are provided as a Source Data file.

Disruption of several m^6^A components Fl(2)d, Vir, Nito or Flacc leads to not only aberrant *Sxl* splicing but also strongly reduced Sxl protein levels, thus generating a striking female-to-male transformation phenotype in adult flies^34,36,38,41,43,60^. Mutation of other factors *Mettl3*, *Mettl14*, or *Ythdc1* alone does not affect Sxl protein levels and does not exhibit the transformation phenotype^33,47,48^. We found that Sxl protein level was not reduced in *Hakai*^*SH2*^ or *Hakai*^*SH4*^ female discs (Supplementary Fig. 4a–d). Furthermore, we expressed three *Hakai* RNAi using *dome-Gal4* and did not observe any transformation phenotype in females, as evidenced before^36,41^.

Other than *Sxl*, it was reported that splicing of several other genes, including *Dsp1*, *CG8929*, *Aldh-III*, and *fl(2)d*, depends on the m^6^A pathway^33,34^. We then analyzed the splicing isoforms for these transcripts by RT-qPCR. In *Hakai*^*SH4*^ mutants, the splicing patterns for all four genes were affected similarly to those in *Mettl3* or *Mettl14* mutants (Fig. 3c, see Supplementary Fig. 9f–i for positions of primers used). It is worth noting that in all four cases, the spliced isoforms were increased while the unspliced forms were reduced in m^6^A pathway mutants.

Besides sex determination, m^6^A writer and reader mutants show characteristic adult defects. The most prominent ones are the held-out wings and flightless phenotypes in *Mettl3*, *Mettl14*, *Ythdc1*, or *Flacc* mutants^36,47,48^, likely due to loss of m^6^A functions in the nervous system^33^. Wild-type flies normally keep their wings in a folded position (Fig. 3d, h), however, the majority of *Mettl3* mutant flies cannot fold their wings correctly and exhibit held-out wings (Fig. 3e, h), and 100% *Mettl3* mutant flies cannot fly (Fig. 3i). Interestingly, *Hakai*^*SH2*^ and *Hakai*^*SH4*^ mutants phenocopy *Mettl3* adult defects in terms of the strong held-out wing (Fig. 3f–h) and 100% flightless phenotypes (Fig. 3i). Together, these data suggest that Hakai plays an important role in m^6^A-modification pathway in vivo.

### Hakai, Vir, Fl(2)d, and Flacc form a stable complex

We aim to investigate further the mechanisms of Hakai in m^6^A methylation. Since Hakai is a potential E3 ubiquitin ligase, we examined the protein distribution of other m^6^A writer factors in the absence of *Hakai*. For this purpose, we generated antibodies against Mettl3, Mettl14, and Vir, constituting a full toolkit for all seven *Drosophila* m^6^A writers. In wild-type wing discs, all seven m^6^A writer components appeared as ubiquitous nuclear proteins that colocalizes extensively with each other (Figs. 4a–c,  2c–c” and Supplementary Fig. 5a, c). Expression of *Hakai* RNAi in the dorsal half of the wing disc using *ap-Gal4* led to no effect on Mettl3, Mettl14, and Nito protein levels (Fig. 4j–l), but the strong reduction of Fl(2)d, Vir, and Flacc levels (Fig. 4h–i). In addition, we crossed *actin-Cas9* with *U6-Hakai-sgRNA* flies to generate random *Hakai* loss-of-function clones. These clones were marked by the loss of Hakai staining, and the Fl(2)d level was reduced in these clones as well (Fig. 4f–f’). Since the roles of several other m^6^A writer components are not fully understood, we extended our immunostaining assays to those genes. Interestingly, knocking down *vir* by RNAi resulted in no effect on Mettl3, Mettl14, and Nito protein levels (Fig. 4q, n’, r), but strong reduction of Fl(2)d, Hakai, and Flacc levels (Fig. 4n, o, p). Similarly, depletion of *fl(2)d* by RNAi did not change the protein levels of Mettl3, Mettl14, and Nito (Fig. 4s’, w, x), but strongly reduced Hakai, Vir, and Flacc levels (Fig. 4t–v). Together, these results suggest that Fl(2)d, Vir, Hakai, and Flacc form a stable complex, and disruption of either Fl(2)d, Vir, or Hakai leads to degradation of the whole complex, while Mettl3, Mettl14, and Nito are not part of this complex. In cell culture, ZC3H13 plays a role in anchoring the writer complex in the nucleus^35^. Consistent with this, we observed more diffusive and less nuclear staining of Fl(2)d upon *flacc* RNAi knockdown in the wing discs (Fig. 4d, e, compare insets in 4e with 4h). Based on our data, we proposed a working model for the m^6^A writer complex (Fig. 4y, see “Discussion”).

**Fig. 4:**
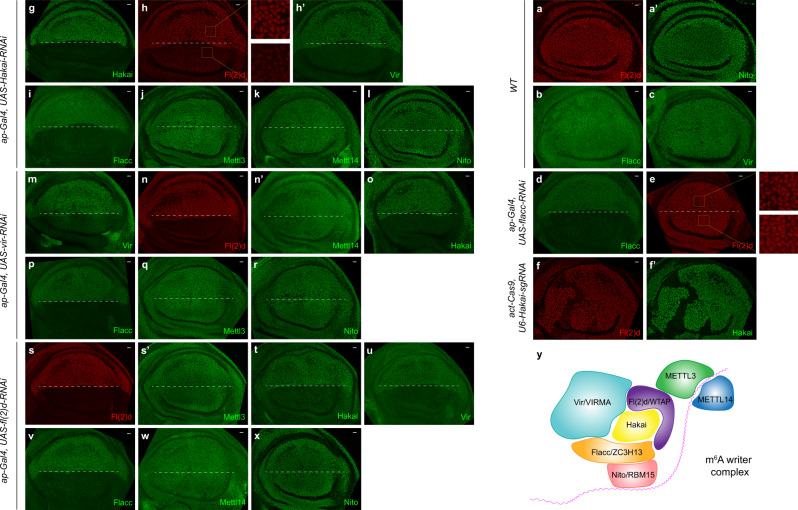
Hakai, Vir, Fl(2)d, and Flacc form a stable complex. In wild-type wing discs, Fl(2)d (**a**), Nito (**a’**), Flacc (**b**), and Vir (**c**) show ubiquitous nuclear staining patterns. **g**–**l** Expressing *Hakai* RNAi in the dorsal half of the disc (below the dashed line) using *ap-Gal4* resulted in a strong reduction of Fl(2)d (**h**, squared areas are magnified on the right), Vir (**h’**), and Flacc (**i**) levels, but not Mettl3 (**j**), Mettl14 (**k**), and Nito staining (**l**). **f**–**f’** Fl(2)d staining is similarly reduced in *Hakai* mutant clones generated by *actin-Cas9/U6-Hakai-sgRNA* (**f**), which are marked by the loss of Hakai staining (**f’**). **m**–**r** Expressing *vir* RNAi in the dorsal half of the disc (below the dashed line) using *ap-Gal4* resulted in a strong reduction of Fl(2)d (**n**), Hakai (**o**), and Flacc (**p**) levels, but not Mettl3 (**q**), Mettl14 (**n’**), and Nito staining (**r**). **s**–**x** Expressing *fl(2)d* RNAi in the dorsal half of the disc (below the dashed line) using *ap-Gal4* resulted in a strong reduction of Hakai (**t**), Vir (**u**), and Flacc (**v**) levels, but not Mettl3 (**s’**), Mettl14 (**w**), and Nito staining (**x**). **d**, **e** Expressing *Flacc* RNAi in the dorsal half of the disc (below the dashed line) using *ap-Gal4* led to more diffusive and less nuclear staining of Fl(2)d (**e**, squared areas are magnified on the right). The experiments in **a**–**x** were repeated at least twice independently with similar results, and each time around 30 wing discs for any genotype were examined. Scale bars: 10 μm. **y** A working model of the m^6^A writer complex comprised of seven core components.

### Hakai does not mediate E-cadherin levels in wing discs

Hakai was first demonstrated as an E-cadherin interaction protein and its role in E-cadherin endocytosis and down-regulation was extensively studied in cell cultures^50,51^. However, a previous study in *Drosophila* failed to observe a major role for Hakai in E-cadherin regulation^52^. Thus, we addressed this question using our genetic toolset. In wild-type wing-disc epithelia, E-cadherin showed a membrane distribution and accumulates in the adherens junction (Fig. 5a, a’). First, we used *ap-Gal4* to drive the expression of *Hakai* RNAi in the dorsal half of the wing disc. Although Hakai level was effectively knocked down (Fig. 5c’), E-cadherin level did not change in either the apical or the lateral section (Fig. 5c, c”). Second, in *Hakai* mutant clones generated by crossing *actin-Cas9* with *U6-Hakai-sgRNA*, E-cadherin level was not affected either (Fig. 5d–d”). Finally, we examined the localization of E-cadherin and Hakai in detail using large tracheal cells. As shown in Fig. 5b–b”, most E-cadherin staining was on the cell membrane, while most Hakai staining was in the nucleus, and we did not observe co-localization between these two proteins. In conclusion, Hakai is not important for E-cadherin levels in *Drosophila*, and its major function likely happens in the nucleus.

**Fig. 5:**
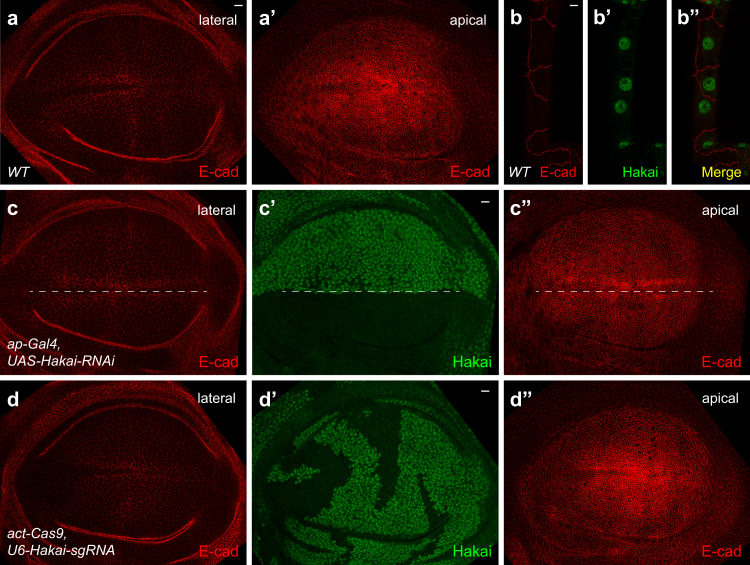
Hakai does not mediate E-cadherin levels in wing discs. **a**–**a’** Lateral (**a**) and apical (**a**’) section of E-cadherin staining in wild-type wing-disc epithelia. **b**–**b”** E-cadherin is mainly localized in the cell membrane (**b**), while Hakai is mostly in the nucleus (**b**’) in the large tracheal cells. **c**–**c”** Expression of *Hakai* RNAi in the dorsal half of the disc (below the dashed line) using *ap-Gal4* led to a strong reduction of Hakai (**c’**), but E-cadherin staining was not affected either laterally (**c**) or apically (**c”**). **d**–**d**” Lateral (**d**) and apical (**d**”) E-cadherin distribution is not changed in *Hakai* mutant clones marked by the absence of Hakai staining (**d’**), when crossing *actin-Cas9* with *U6-Hakai-sgRNA*. The experiments in **a-d”** were repeated at least twice independently with similar results, and each time around 30 wing discs for any genotype were examined. Scale bars: 10 μm.

### The m^6^A modifications are deposited onto the *Sxl* mRNA in a sex-specific fashion

Previously, only two studies were reported to map global m^6^A methylation pattern in *Drosophila*, one being MeRIP-seq in S2R + cells and the other being miCLIP in embryos^33,47^. To obtain a high-stringent m^6^A methylome in adult flies, we performed methylated RNA immunoprecipitation sequencing (MeRIP-seq) in *yw* male and female flies. 

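Poly(A) RNA of adult flies 1 to 2 days old was fragmented and precipitated with an m6A-specific antibody (IP), and untreated fragments were kept as input. For yw males and for yw females, 2 IP libraries and 2 input libraries were sequenced as strand-specific paired-end reads, within a series of 10 IP and 10 input libraries. The authors trimmed the reads with fastp, mapped them to the Drosophila genome with HISAT2 and called peaks with exomePeak on the IP libraries against the input libraries of a genotype. Their files hold 1 list of peaks per genotype and sex, so the replicates were used together and the values of a peak have no replicate check. A peak is listed with its position (in the coordinates of Release 6 of the genome), the fold enrichment of IP over input, the log10 of its p-value and FDR, and the transcript segment that ChIPseeker assigned to it. These fold enrichments and p-values are the authors' and are used here only to describe the peaks of each list. The lists give no read counts, so the depth behind a peak is unknown. The yw female list holds 20540 peaks in 9257 genes and the yw male list 20153 peaks in 10379 genes, with a median width of 284 and 265 bases. The largest p-value in either list is 0.0501, and 17729 female and 17967 male peaks have an FDR of at most 0.01.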

We included two replicates for each MeRIP-seq and the mapped reads were enriched around TSS and TES in IP samples compared to inputs (Supplementary Fig. 6). 

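In the yw male list, 11403 of the peaks were assigned to the 3′ UTR, a share of 56.6% (Wilson 95% interval 55.9% to 57.3%). The 5′ UTR held 4620 peaks, or 22.9% (22.3% to 23.5%), and the remaining 4130, or 20.5%, were assigned to other exonic sequence. In the yw female list, 9882 peaks (48.1%, interval 47.4% to 48.8%) lay in the 3′ UTR, 5562 (27.1%, 26.5% to 27.7%) in the 5′ UTR and 5096 (24.8%) in other exonic sequence. The intervals cover counting error only, since the peaks of a list are not replicates. Of the alternatives tried, a fold enrichment of at least 5 moved the share in the 5′ UTR most, to 41.8% in males and 57.1% in females. When peaks were counted by a midpoint within the initial 25% of the gene's span instead of by the annotation, the shares were 21.0% and 24.8%. The distance of the peaks to start and stop codons was not analysed here.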

A peak detection algorithm was used to identify m^6^A peaks (*P* < 0.05, Supplementary Data 1), which were enriched in the 3′UTR and close to the stop codon, and to a lesser extend enriched in the 5′UTR and around the start codon (Fig. 6a, b). De novo motif analysis using HOMER identified the consensus sequence RRACH (Fig. 6c), consistent with those in the mammalian system^8,9^.

**Fig. 6:**
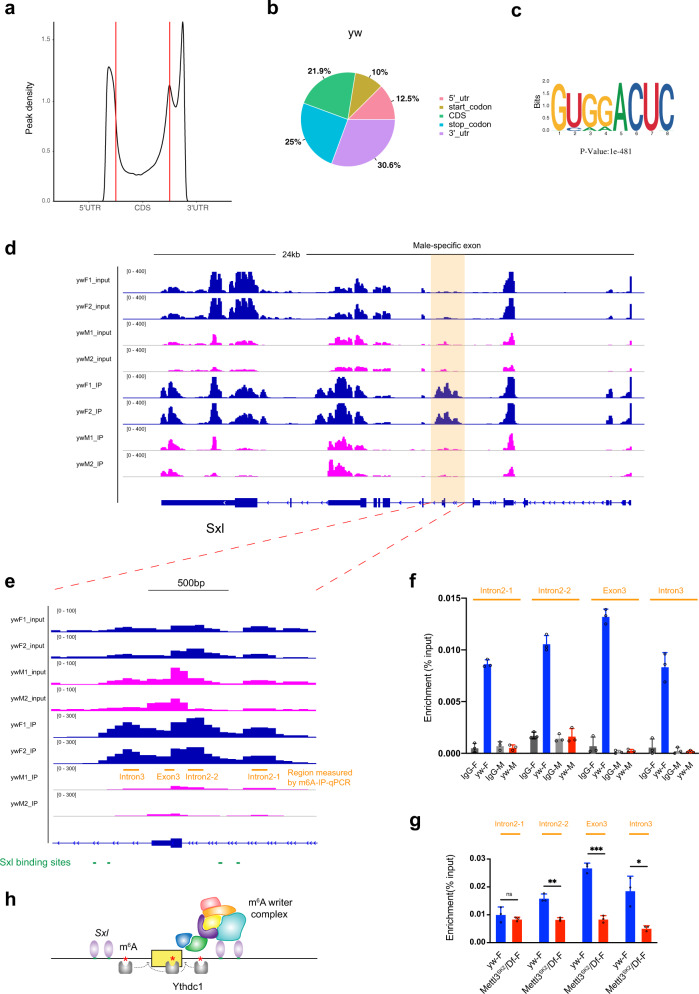
Female-specific deposition of m^6^A on the *Sxl* mRNA. **a** MeRIP-seq shows that the normalized density of m^6^A peaks across 5′UTR, CDS, and 3′UTR of mRNA in *yw* male adult flies. **b** Pie charts depicting m^6^A peak distribution in different transcript segments in *yw* flies. **c** Sequence motif identified from m^6^A peaks in *yw* flies by HOMER program. **d** Integrative Genomics Viewer (IGV) tracks displaying MeRIP-seq (lower panels, IP) and RNA-seq (upper panels, input) reads along *Sxl* locus in *yw* male (ywM) and female flies (ywF). Two replicates are shown. The region around male-specific exon3 is shaded and enlarged in (**e**) highlighting 3–4 m^6^A peaks on and around exon3 only in female flies. Adjacent Sxl-binding sites are also shown. **f** m^6^A-IP-qPCR showing enrichments over *Sxl* mRNA in *yw* male or female flies IPed with m^6^A or IgG antibody. Regions measured are indicated in (**e**). **g** m^6^A-IP-qPCR showing enrichments over *Sxl* mRNA in *yw* or *Mettl3*^*SK2*^*/Df* female flies IPed with m^6^A antibody. Data are presented as mean ± SD from three biological replicates. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns not significant, two-sided unpaired *t* test. In **g**, *P* = 0.3679, 0.0012, 0.0001, 0.0114. Source data are provided as a Source Data file. **h** A working model on how the m^6^A modifications cooperate with Sxl to regulate its mRNA splicing.

We then zoomed in on the *Sxl* locus, especially around the male-specific exon3, for potential m^6^A sites (Fig. 6d). Although the mRNAs used for MeRIP-seq were through polyA selection, we were able to detect 3–4 m^6^A peaks in and around exon3 (Fig. 6e). Strikingly, these m^6^A peaks only exist in female flies, but not males (Fig. 6e, compare ywF_IP with ywM_IP). 

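Sxl (FBgn0264270) lies on the minus strand of chromosome X from 7074550 to 7098053, and its exon 3 covers 190 bases from 7088578 to 7088767. The yw female list holds 6 Sxl peaks and the yw male list 4, and both counts are the same at an FDR of at most 0.01. Of the female peaks, 1 lies on exon 3. It runs from 7088589 to 7090285 with a fold enrichment of 6.24 and consists of a block of 179 bases inside exon 3 and a block of 152 bases, from 7090134 to 7090285, on its 5′ side. No peak of the yw male list overlaps exon 3. Another 2 female peaks have no counterpart in the yw male list, from 7077125 to 7077274 (fold enrichment 1.07) and from 7084354 to 7084623 (1.46), both annotated to the 3′ UTR. The Mettl3 male list has a peak over the former, from 7077095 to 7077304 (1.38). The yw male peaks with the highest fold enrichment, 10.7 and 10.3, lie toward the 3′ end of the gene and overlap female peaks with values of 5 and 6.3. Peaks were called on annotated exons, so signal within introns that no annotated exon covers cannot appear in these lists. The input libraries held more Sxl RNA in females, 24.6 ± 0.736 FPKM (SD, n = 2), than in males, 9.61 ± 1.10 FPKM (SD, n = 2). The log2 fold change between the sexes was 1.27 (standard error 0.11, adjusted p = 0.00087 from limma).

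**Figure D1:**
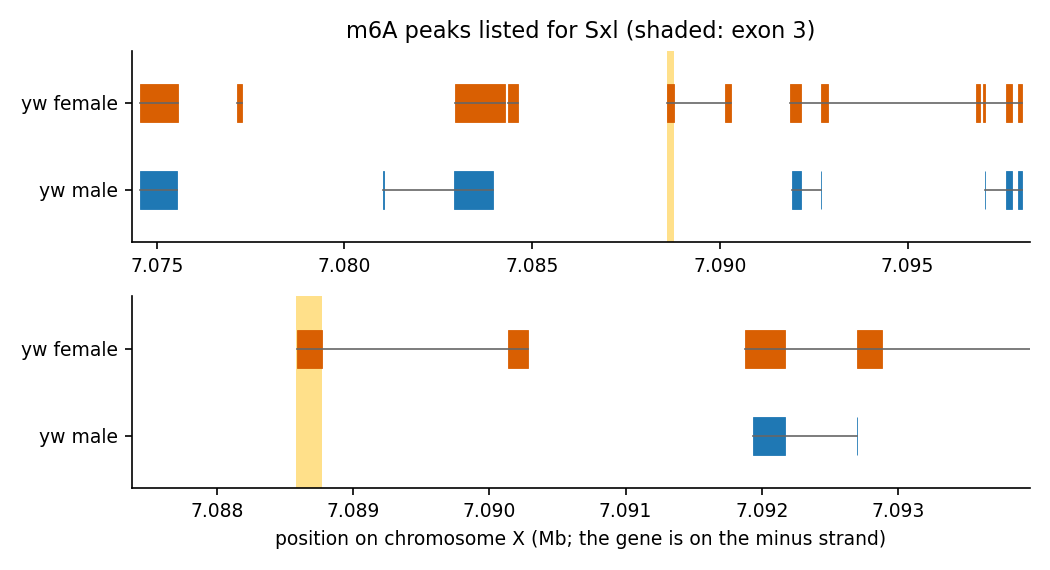
Peaks listed for Sxl along chromosome X (position in Mb), for the whole gene in the upper panel and around exon 3 (shaded) in the lower panel. Boxes are the blocks of a peak and lines its span, and of the lists drawn only that of yw females has a peak on exon 3, from 7088589 to 7090285.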

We next validated the MeRIP-seq results with independent m^6^A-immunoprecipitation (IP)-qPCR. Four regions on *Sxl* mRNA, intron2–1, intron2–2, exon3, and intron3, were measured by qRT-PCR (Fig. 6e), and substantial enrichment was observed only in female mRNA IPed with m^6^A-specific antibody, but not in female mRNA IPed with control IgG, nor in male mRNA IPed with either m^6^A or IgG antibody (Fig. 6f). These results demonstrated that the m^6^A modifications are deposited in a sex-specific manner, which has not been shown in *Drosophila* or any other species before. We further investigated whether m^6^A modifications around *Sxl* exon3 are dependent on the m^6^A writer. In *Mettl3* mutant females, the enrichments on intron2-2, exon3, and intron3, but not intron2-1, were significantly reduced, probably implying the importance of the former three m^6^A sites (Fig. 6g).

How can these m^6^A modifications be installed only in females? In fact, Sxl protein itself is the master sex determination factor that is only expressed in females. Sxl binds to polyU sites located in *Sxl* intron2 and intron3^61,62^ and interestingly our mapped m^6^A peaks were close to those Sxl-binding sites (Fig. 6e). In addition, it was known that Sxl physically interacts with four m^6^A writer components, Fl(2)d, Vir, Nito, and Flacc^36,41,42,45,46^. Therefore, based on our data, we developed a model to explain how the m^6^A modifications cooperate with Sxl protein to regulate its mRNA splicing (Fig. 6h). Sxl in females recruits the m^6^A writer complex that in turn methylates m^6^A sites located in exon3 and nearby introns. Since these sites are quite close to exon/intron junction regions, m^6^A readers may bind to these sites and interfere with the splicing machinery, forcing the exon3 to be skipped in females (Fig. 6h).

### Effective m^6^A modification occurs in 5′UTR and around start codon in *Drosophila*

Since previous m^6^A-Seq data in *Drosophila* were generated only in wild-type cells or tissues^33,47^, we extended our MeRIP-seq to *Mettl3*, *Mettl14*, and *Hakai* mutants in order to find out the effective m^6^A modifications that depend on the m^6^A writer (Supplementary Fig. 6 and Supplementary Data 1). 

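Adult males of the genotypes Mettl3SK2/Df (an allele over a deficiency), Mettl14SK1 and HakaiSH4 gave 2 IP and 2 input libraries each, which the authors processed in the same way as those of yw, with 1 peak list per mutant. The Mettl3 list holds 21050 peaks in 10977 genes, the Mettl14 list 18295 peaks in 10086 genes and the Hakai list 18677 peaks in 10133 genes. Their median widths are 269, 270 and 270 bases, and 18797, 16426 and 16743 of the peaks have an FDR of at most 0.01. Each mutant list was compared here with the yw male list by the paper's own rule for a common peak, an overlap of more than 50% of the smaller peak. A yw male peak with no such partner in the mutant list is called lost, and a mutant peak with no such partner in the yw male list is called gained. The differential peaks of the paper come from a test on reads, which are not used here, so a peak that is weaker but still present in a mutant does not count as lost. The rule was tested on simulated peaks before use. With 1 list per genotype, a difference between lists has no replicate check and no p-value is given across peaks.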

We used previously reported alleles *Mettl3*^*SK2*^ and *Mettl14*^*SK1*^ for our experiments^47^, since they are strong or null alleles as evidenced by the complete loss of Mettl3 and Mettl14 antibody staining in these mutant discs, respectively (Supplementary Fig. 5). Peak density plots indicated that m^6^A peaks were primarily enriched in the 3′UTR and near the stop codon, and enrichment in the 5′UTR and around the start codon seems to be reduced in these mutants compared to *yw* (Fig. 7a–d, compare to 6a). 

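In the mutant lists, the 5′ UTR held 15.7% of the peaks in Mettl3 males (3315 peaks, Wilson interval 15.3% to 16.2%), 12.7% in Mettl14 males (2323 peaks, 12.2% to 13.2%) and 17.6% in Hakai males (3296 peaks, 17.1% to 18.2%). All 3 intervals lie below that of yw males. The numbers of 3′ UTR peaks were 12870, 11607 and 11532, each higher than in yw males, and their shares were 61.1%, 63.4% and 61.7%. Other exonic sequence held 23.1%, 23.9% and 20.6%. By a midpoint within the initial 25% of the gene's span, the shares at the 5′ end were 16.1%, 12.6% and 16.9%, also below the value of yw males.

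**Figure D2:**
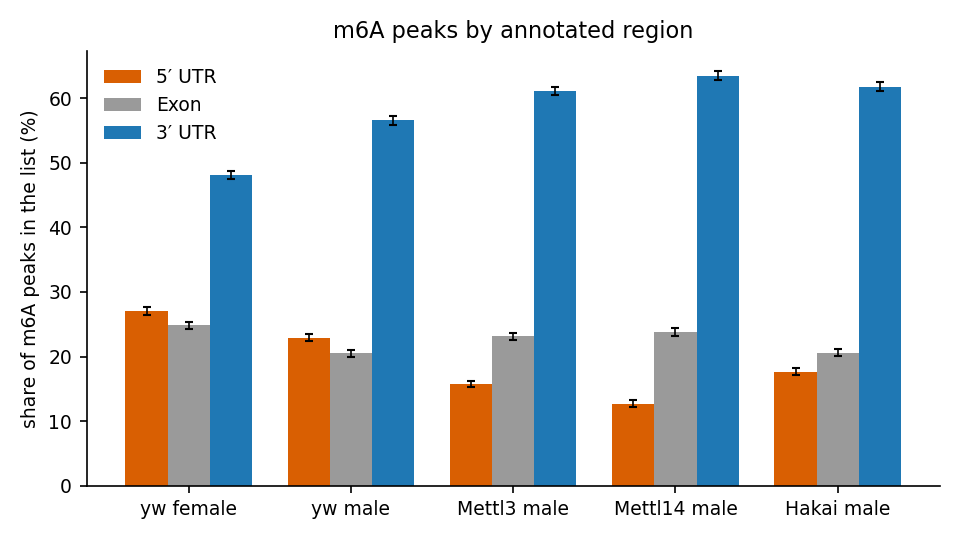
Share of the m6A peaks of each list (%) by annotated region, with Wilson 95% intervals as error bars. The 5′ UTR bar falls from 22.9% in yw males to between 12.7% and 17.6% in the mutants.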

The cumulative distribution plot demonstrated that there is less fold enrichment (m^6^A-IP/input) in m^6^A mutants than *yw*, implying less methylation levels (Fig. 7e). Indeed, when we filtered m^6^A peaks with higher stringency (fold enrichment ≥5), the number of m^6^A peaks dropped >40% in *Mettl3* mutant compared with *yw* (Fig. 7f).

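The median log2 fold enrichment was 1.61 in the yw male list, with a 95% interval of 1.599 to 1.632 from the ranks of the peaks. It was 1.34 in Mettl3 (1.322 to 1.351), 1.48 in Mettl14 (1.470 to 1.496) and 1.53 in Hakai males (1.516 to 1.546). In yw females, in which none of these genes is mutated, the median was 1.31 (1.299 to 1.333), below that of each mutant list. With peaks at an FDR of at most 0.01 only, the medians rose to 1.68 in yw males and 1.39, 1.53 and 1.58 in the mutants, in the same order. Fold enrichment depends on the antibody precipitation as well as on methylation, and no spike-in or other calibration between the lists was used here.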

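A fold enrichment of at least 5 was listed for 4924 peaks in yw males, 2875 in Mettl3, 3430 in Mettl14 and 4032 in Hakai males. These numbers are 41.6%, 30.3% and 18.1% lower than in yw males. At an FDR of at most 0.01 the decreases were 42.7%, 31.4% and 19.4%. The yw female list, with none of these genes mutated, also had fewer such peaks than yw males, 4229 or 14.1% fewer. At an FDR of at most 0.01 it had 3689, below the 3706 of Hakai males. A lower number alone thus does not mark a writer mutant. The decrease in the mutants differed by region. In the 5′ UTR, 2057 such peaks in yw males compared with 332 in Mettl3, 309 in Mettl14 and 761 in Hakai males. In other exonic sequence, the number was 622 in yw males and 607, 617 and 677 in the mutants. In the 3′ UTR, it was 2245 in yw males, 1936 in Mettl3, 2504 in Mettl14 and 2594 in Hakai males, so that the latter pair had more such peaks than yw.

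**Figure D3:**
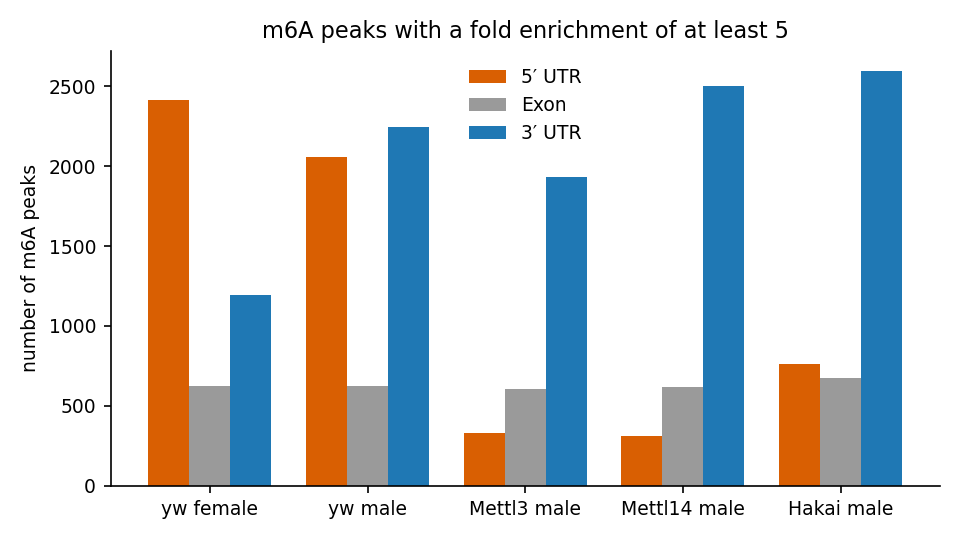
Number of m6A peaks with a fold enrichment of at least 5 in each list, by annotated region. In the male lists, the 5′ UTR bars fall from 2057 in yw to 332, 309 and 761 in the mutants, and the 3′ UTR bars lie between 1936 and 2594.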

**Fig. 7:**
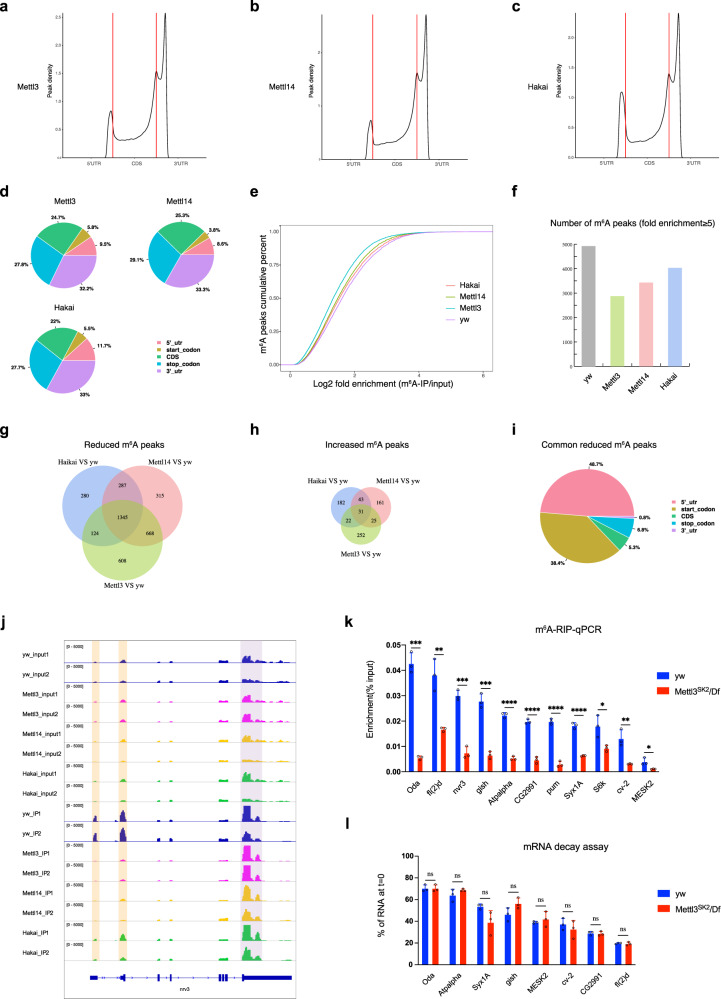
Effective m^6^A modification in *Drosophila* is distributed in 5′UTRs. **a**–**c** MeRIP-seq shows the normalized density of m^6^A peaks across 5′UTR, CDS, and 3′UTR of mRNA in *Mettl3*, *Mettl14*, and *Hakai* mutant male adult flies. **d** Pie charts depicting m^6^A peak distribution in different transcript segments in *Mettl3*, *Mettl14*, and *Hakai* flies. **e** Cumulative percent distribution of log2 fold enrichment (m^6^A-IP/input) in *yw*, *Mettl3*, *Mettl14*, and *Hakai* flies. **f** When filtered with fold enrichment ≥5, the number of m^6^A peaks dropped in *Mettl3, Mettl14*, or *Hakai* mutant compared with *yw*. **g** Venn diagram showing the overlap of reduced m^6^A peaks (*P* < 0.05 and fold change ≤0.5) between *Mettl3*, *Mettl14*, and *Hakai* flies versus *yw* control. **h** Venn diagram showing the overlap of increased m^6^A peaks (*P* < 0.05 and fold change ≥2) between *Mettl3*, *Mettl14*, and *Hakai* flies versus *yw* control. **i** Pie chart depicting the distribution of 1345 common reduced m^6^A peaks in different transcript segments. **j** IGV tracks displaying MeRIP-seq (lower panels, IP) and RNA-seq (upper panels, input) reads along *nrv3* mRNA in *yw*, *Mettl3*, *Mettl14*, and *Hakai* male flies. Note the reduced peaks in the 5′UTR (shaded in yellow) and peaks in the 3′UTR (shaded in purple) are not changed. **k** m^6^A-IP-qPCR validation for selected mRNAs in *yw* or *Mettl3*^*SK2*^*/Df* male flies. **l** The m^6^A-containing mRNAs were measured by qPCR in *yw* or *Mettl3*^*SK2*^*/Df* imaginal discs, at time = 0 or after four hours actinomycin D treatment to block transcription. **k**, **l** Data are presented as mean ± SD from three biological replicates. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns not significant, two-sided unpaired *t* test. In **k**, *P* = 0.0001, 0.0043, 0.0003, 0.0003, <0.0001, <0.0001, <0.0001, <0.0001, =0.0273, 0.0073, 0.0276 for *Oda*, *fl(2)d*, *nvr3*, *gish*, *Atpalpha*, *CG2991*, *pum*, *Syx1A*, *S6k*, *cv-2*, *MESK2*. In **l**, *P* > 0.9999, =0.2282, 0.0832, 0.0939, 0.5032, 0.455, 0.8416, 0.7415 for *Oda*, *Atpalpha*, *Syx1A*, *gish*, *MESK2*, *cv-2*, *CG2991*, *fl(2)d*. Source data are provided as a Source Data file.

More importantly, we focused on those peaks changed upon m^6^A writer depletion. 

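Of the yw male peaks, 4694 (23.3%) were lost in Mettl3, 5772 (28.6%) in Mettl14 and 5015 (24.9%) in Hakai males. In the other direction, 5320 peaks (25.3%) of the Mettl3 list, 3911 (21.4%) of the Mettl14 list and 3285 (17.6%) of the Hakai list were gained. The number of lost peaks per gained peak was thus 0.882 in Mettl3, 1.48 in Mettl14 and 1.53 in Hakai males. The lost and the gained peaks lay in different regions: 45.5%, 44.9% and 35.2% of the lost peaks were in the 5′ UTR, but 13.6%, 8.51% and 8.58% of the gained ones. The order in Mettl3 changed when a fold enrichment of at least 5 was required for the peaks counted, which gave the lowest counts of the alternatives. Under it, 1284, 1518 and 864 peaks were lost and 461, 494 and 543 gained, or 2.79, 3.07 and 1.59 lost peaks per gained peak. A reciprocal overlap of at least 50% gave the highest, with 8199, 9083 and 8262 lost and 9110, 7239 and 6785 gained.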

Interestingly, many more m^6^A peaks were reduced (*Mettl3*, 2745; *Mettl14*, 2615; *Hakai*, 2036; *P* < 0.05 and fold change ≤0.5) than increased (*Mettl3*, 330; *Mettl14*, 260; *Hakai*, 278, *P* < 0.05 and fold change ≥2) in these mutants, validating their role as m^6^A writers (Fig. 7g, h and Supplementary Data 2). Only in reduced m^6^A peaks, a significant overlap between the three mutants was found (1345 common peaks), suggesting that Hakai plays a similar role to Mettl3 and Mettl14 in m^6^A methylation. 

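All 3 mutants lacked the same 2885 yw male peaks, which are 61.5% of the peaks lost in Mettl3. Each loss is defined against the same yw male list, so a yw peak called by noise would be missing from all of the mutant lists at once. Draws that shuffle the losses separately for each mutant leave this out, so no number expected by chance is given for the overlap. A further 888 peaks were lost in Mettl3 and Mettl14 only, 971 in Mettl14 and Hakai only and 415 in Mettl3 and Hakai only, while 506, 1028 and 744 were lost in Mettl3, Mettl14 or Hakai alone. Of the gained Mettl3 peaks, 992 (18.6%) overlapped a gained peak of both other mutants. Over the alternatives the common number ranged from 631, among yw male peaks with a fold enrichment of at least 5, to 5676 with the reciprocal overlap.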

The common reduced peaks in three writer mutants likely represent high-confidence m^6^A modification sites in *Drosophila*. We focused on common reduced m^6^A peaks for further analysis. Surprisingly, around 90% of these peaks were located in the 5′UTR and close to the start codon, and only a small portion of them occurred in the 3′UTR (Fig. 7i). 

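Of the 2885 peaks lost in all 3 mutants, 1409 were in the 5′ UTR, 996 in other exonic sequence and 480 in the 3′ UTR. The share in the 5′ UTR was 48.8% (Wilson interval 47.0% to 50.7%) and that in the 3′ UTR 16.6% (15.3% to 18.0%). Among the 12716 yw male peaks found in all 3 mutants, the 5′ UTR held 14.3% (13.7% to 14.9%) and the 3′ UTR 71.1%. Peaks lost in 1 mutant had 23.2% in the 5′ UTR and peaks lost in 2 mutants 38.3%. The median log2 fold enrichment in yw males was 1.29 for the peaks lost in all 3 and 1.74 for those found in all 3. With a fold enrichment of at least 5 for the peaks counted, the share of the common peaks in the 5′ UTR was 61.8%, the highest of the alternatives, and with a reciprocal overlap it was 43.7%, the lowest.

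**Figure D4:**
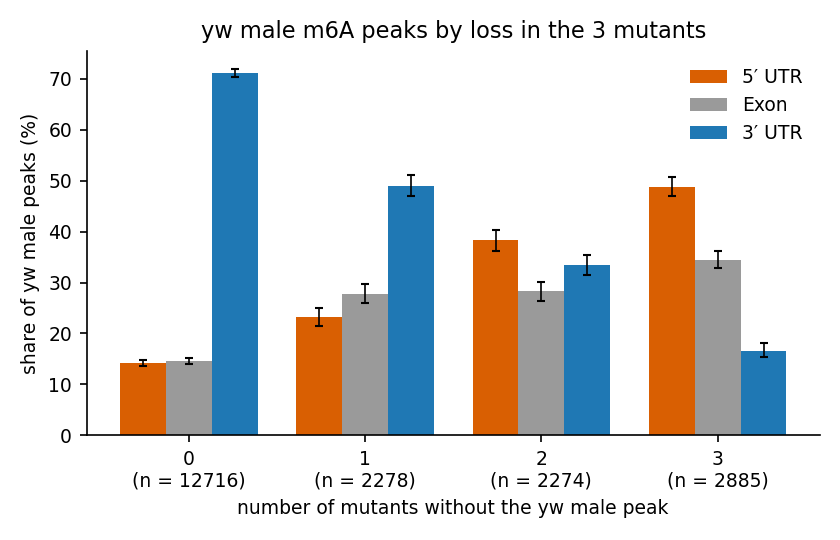
Share (%) of yw male m6A peaks in each annotated region against the number of mutants without the peak, with Wilson 95% intervals as error bars. From peaks found in all mutants to peaks lost in all 3, the 5′ UTR share rises from 14.3% to 48.8% and the 3′ UTR share falls from 71.1% to 16.6%.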

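For nrv3 (FBgn0032946, plus strand of chromosome 2L), the yw male list has a 5′ UTR peak from 21380180 to 21384534 with a fold enrichment of 6.87. It is lost in Mettl3 and Mettl14 males, and the Hakai list has a peak from 21380180 to 21384504 with a fold enrichment of 2.4. A peak annotated to an exon, from 21384594 to 21385336 (fold enrichment 1.63), is lost in all 3 mutants. The 3′ UTR peaks from 21389048 to 21391219 (4.79) and from 21393169 to 21393319 (3.21) are found in each mutant. The latter has fold enrichments of 3.59, 3.74 and 4.15 in Mettl3, Mettl14 and Hakai males. Over the former, the Mettl3 list has a peak of 5.29, the Mettl14 list peaks of 3.57 and 2.45 and the Hakai list one of 4.54. The paper measured 11 genes by m6A-IP-qPCR in Fig. 7k (Oda, fl(2)d, nrv3, gish, Atpalpha, CG2991, pum, Syx1A, S6k, cv-2 and MESK2). In the yw male list these genes have 17 peaks in the 5′ UTR, of which 7 are lost in Mettl3, 11 in Mettl14 and 4 in Hakai males. By the overlap rule a wide peak counts as found when a shorter mutant peak lies inside it. The Oda peak from 12168119 to 12171012 counts as found in each mutant, but the Oda peaks of the mutant lists are all in the 3′ UTR. The same genes also have 24 peaks in the 3′ UTR, of which 2, 3 and 2 are lost. In other exonic sequence they have 5 peaks, of which 3, 4 and 4 are lost. A fold enrichment of at least 5 is listed for 8 of their 5′ UTR peaks in yw males, none in Mettl3 or Mettl14 and 3 in Hakai males, and for 4 of their 3′ UTR peaks in yw males and 3, 3 and 4 in the mutants.

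**Figure D5:**
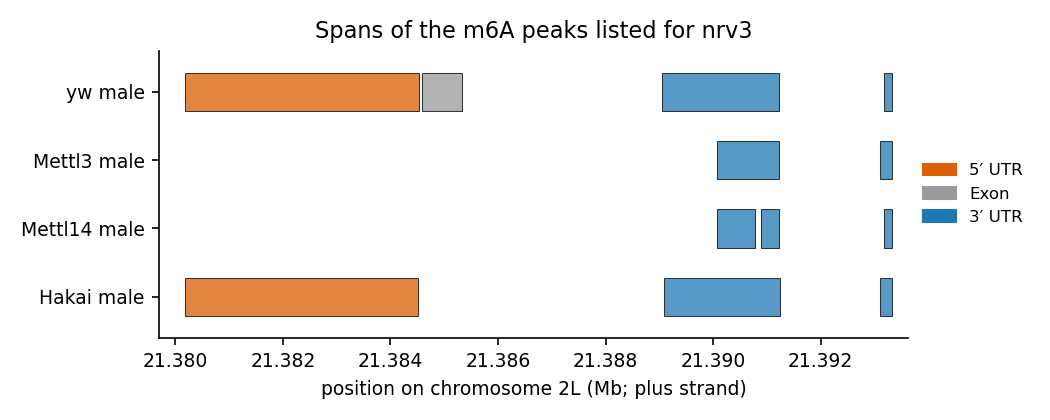
Spans of the m6A peaks listed for nrv3 along chromosome 2L (position in Mb), coloured by annotated region, in the 4 male lists. The 5′ UTR peak of yw males (fold enrichment 6.87) has a counterpart only in Hakai males (2.4), and the 3′ UTR peaks are present in every list.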

A few examples of loss of m^6^A peaks in the three mutants were shown in Fig. 7j and Supplementary Fig. 7, which almost always happened in the 5′UTR, while m^6^A peaks in the 3′UTR were generally not changed. We then used m^6^A-IP-qPCR to validate the reduction of m^6^A peaks in the 5′UTR region for 11 genes and found a significant reduction of m^6^A signal in *Mettl3* mutant versus *yw* (Fig. 7k). These results indicate that although most m^6^A sites map to 3′UTRs in *Drosophila*, the peaks responding to the loss of m^6^A writers, and thus the effective ones, are distributed in 5′UTRs and this is different from the mammalian system. 

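By region, 46.3% of the 4620 5′ UTR peaks of yw males were lost in Mettl3 (Wilson interval 44.8% to 47.7%), 56.1% in Mettl14 (54.7% to 57.5%) and 38.2% in Hakai males (36.8% to 39.6%), and 30.5% were lost in all 3. Of the 11403 3′ UTR peaks, 9.24%, 13.2% and 13.3% were lost, 4.21% were lost in all 3, and 79.3% were found in each mutant. Other exonic sequence lay between the UTRs in Mettl3 and Mettl14, with 36.4% and 40.6% of its peaks lost, and above both in Hakai males, with 41.8%. Of the yw male peaks with a fold enrichment of at least 5 in the 5′ UTR, 43.8% had no peak in Mettl3, a further 43.6% had one with a fold enrichment under 5, and 12.7% kept at least 5. The corresponding shares were 54.0%, 32.4% and 13.6% in Mettl14 and 22.2%, 45.8% and 31.9% in Hakai males. In the 3′ UTR, 6.55% of such peaks had no peak in Mettl3, 6.64% in Mettl14 and 7.31% in Hakai males, but 44.1%, 28.7% and 27.8% had one with a fold enrichment under 5. Of the 622 such peaks in other exonic sequence, 38.1%, 41.5% and 39.1% had no peak, in Hakai males more than in the 5′ UTR. The share lost in all 3 mutants was 27.3% in other exonic sequence, 19.0% in the 5′ UTR and 3.16% in the 3′ UTR. From the location of the peaks that respond to the loss of the writers, against the 3′ UTR location of most peaks, the paper concludes that the effective m6A sites are in 5′ UTRs, and it proposes another methyltransferase or background as the origin of most 3′ UTR peaks.

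**Figure D6:**
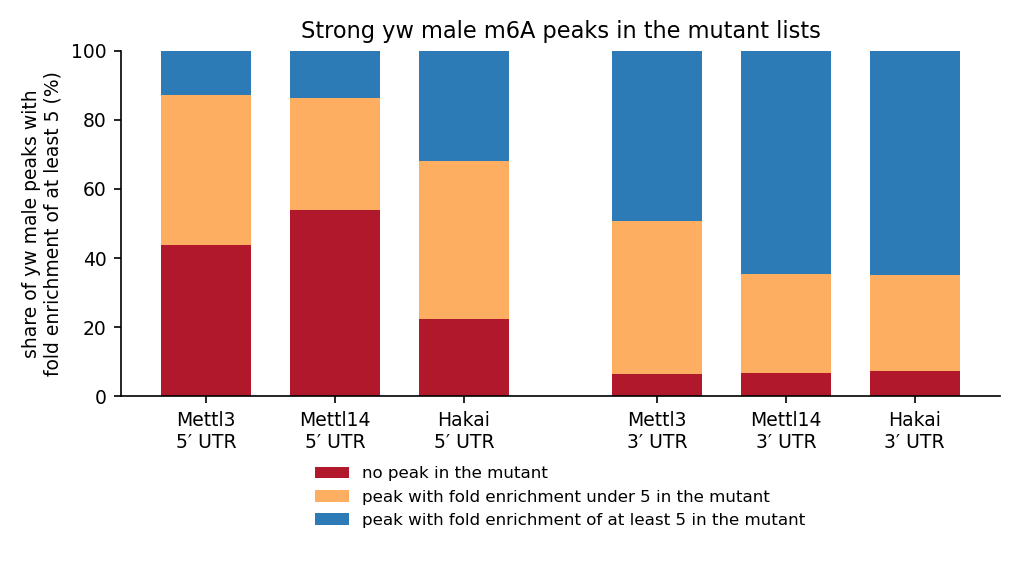
Yw male m6A peaks with a fold enrichment of at least 5, by region and mutant, as the share (%) with no peak, a weaker peak or a peak of at least 5 in the mutant list. In the 5′ UTR between 22.2% and 54.0% have no peak in the mutant, and in the 3′ UTR between 6.55% and 7.31%.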

The majority of the peaks in 3′UTRs may be mediated by another methyltransferase or come from a non-specific background.

Next, we analyzed gene expression regulated by m^6^A writer components by RNA-seq (Supplementary Data 3). 

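RNA levels come from the input libraries of the MeRIP-seq series, 2 for each of yw, Mettl3, Mettl14 and Hakai males. The authors gave FPKM per gene and library from StringTie. The table lists 17276 genes and no read counts, so the depth of the libraries is unknown. Here limma was fitted to log2(FPKM + 1) of the 13079 genes with a mean FPKM of at least 1 over the 8 male libraries, with a trend of the variance on mean expression. Each mutant was compared with yw, and p-values were adjusted by the Benjamini-Hochberg method over these genes. With 2 libraries per group the spread between replicates is poorly known for a single gene, and limma shares it across genes. On simulated data with 200 changed genes the fit called 199 of them, and it called 36 of 12879 unchanged genes. The planted changes were all larger than 2-fold and in well expressed genes, with independent errors. Recovery of smaller changes or of changes at low FPKM was thus not tested. Replicates correlated across genes with r of 0.978 in yw, 0.994 in Mettl3, 0.980 in Mettl14 and 0.977 in Hakai males, and libraries of different genotypes with r of at most 0.969. The mutated genes were lowest in the libraries of their own genotype. Mettl3 RNA (FBgn0039139) was 5.20 ± 0.037 FPKM (SD, n = 2) in yw and 2.26 ± 0.237 FPKM in Mettl3 males, a log2 fold change of -0.93 (standard error 0.09, adjusted p = 0.0027 from limma). Mettl14 RNA (FBgn0032016) changed from 4.22 ± 0.048 FPKM in yw to 1.895 ± 0.174 FPKM in Mettl14 males (log2 fold change -0.85, standard error 0.10, adjusted p = 0.0040). Hakai RNA (FBgn0032812) was 2.91 ± 0.631 FPKM in yw and 0.991 ± 0.316 FPKM in Hakai males (log2 fold change -0.97, standard error 0.18, adjusted p = 0.020). At such low FPKM, the added 1 makes these fold changes smaller than those of the FPKM themselves. All 3 stay under the absolute log2 fold change of 1 required for a call below.

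**Figure D7:**
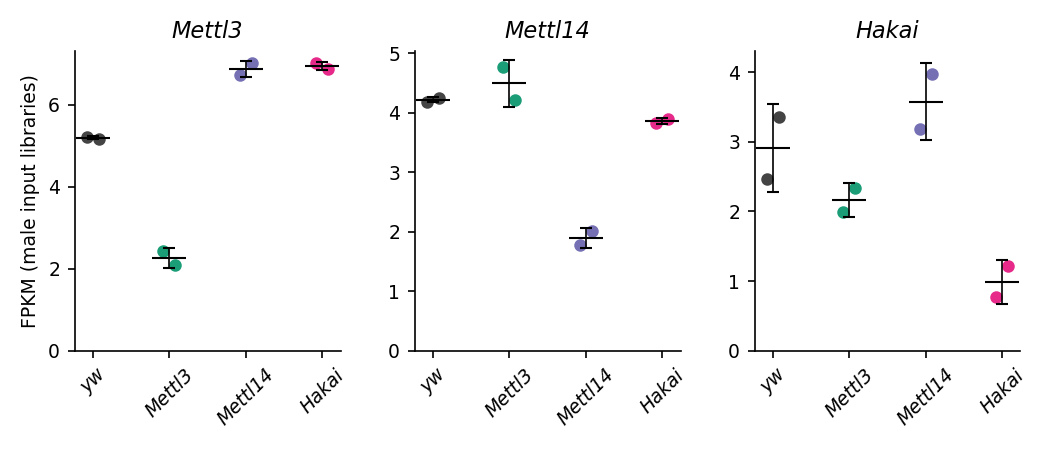
FPKM of Mettl3, Mettl14 and Hakai in the male input libraries, with 1 point per library, the mean as a line and the SD as the error bar (n = 2). Each gene is lowest in its own mutant, with means of 2.26, 1.895 and 0.991 FPKM.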

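A gene was called here at an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, the thresholds of the paper's methods. In Mettl3 males 557 genes were called, 384 higher and 173 lower than in yw. Mettl14 males had 606, with 445 higher and 161 lower, and Hakai males 548, with 323 higher and 225 lower. At an adjusted p under 0.05 with the same fold change, 445, 528 and 474 genes were called. A 2-fold difference in mean log2 expression, whatever the p, was seen in 616, 654 and 601 genes. Of the alternatives, fold changes from the ratio of mean FPKM gave the most calls (840, 841 and 818), ahead of a pseudocount of 0.1 (821, 825 and 785), and a mean FPKM of at least 5 gave the fewest (364, 370 and 336). Setting the median of all libraries equal, which removed a shift of 0.13 on the log2 scale in Mettl14, gave 540, 574 and 551 and lowered the share of higher genes in Mettl14 from 73.4% to 63.4%. Without yw male replicate 1, a 2-fold difference was seen in 931 genes in Mettl3 males. The genes with the largest mean changes among those with an adjusted p under 0.05 in all 3 mutants were LysP, CG15116 and CG13155 (higher) and lncRNA:CR44166, PGRP-SC1a and Lectin-galC1 (lower). LysP rose from 0.316 ± 0.217 FPKM in yw to 28.1, 29.3 and 58.7 FPKM in Mettl3, Mettl14 and Hakai males. CG15116, listed at 0 in yw replicate 1, was at 18.2, 34.6 and 15.5 FPKM. lncRNA:CR44166 fell from 18.1 ± 4.52 FPKM to 1.43, 0.219 and 0.266 FPKM. Lectin-galC1 fell from 181 ± 17.3 FPKM to 37.7, 34.3 and 13.2 FPKM, with log2 fold changes of -2.24, -2.37 and -3.68 (standard error 0.11).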

In *Mettl3*, *Mettl14*, and *Hakai* mutant adult flies, 987, 954, and 886 genes were differentially expressed (*P* < 0.05 and fold change ≥2 or ≤0.5), respectively (Supplementary Fig. 8a and Supplementary Data 4). These genes substantially overlapped with each other (Supplementary Fig. 8b) and common differentially expressed genes generally changed in the same pattern in the three mutants (Supplementary Fig. 8c), arguing that they act in the same pathway. 

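Of the 1128 genes called in at least 1 mutant, 691 were called in 1 mutant, 291 in 2 and 146 in all 3. The largest pairwise overlap was between Mettl14 and Hakai, with 299 genes, against 221 for Mettl3 and Mettl14 and 209 for Mettl3 and Hakai. Of the genes called in all 3, 142 changed in the same direction, 112 higher and 30 lower. Within the pairs, 290, 210 and 207 of the shared genes had 1 direction. Because each mutant is compared with the same yw libraries, an error in yw appears in all of the comparisons. In 100 simulations of unchanged groups set against the same yw libraries, the number of genes called in all 3 had a median of 2 and a maximum of 6. The number of these in 1 direction had the same median and maximum. The share of called genes in 1 direction therefore does not set the mutants apart from unchanged groups. The number called in all 3, 146, lies above the simulated range. Over all tested genes, 46.0% had 1 sign in all 3 mutants, below the simulated median of 50.1% (range 48.8% to 51.2%). The log2 fold changes of all tested genes correlated across genes with r of 0.44 for Mettl3 and Mettl14, 0.45 for Mettl3 and Hakai and 0.63 for Mettl14 and Hakai. The simulated groups share only their yw libraries. The highest r of the 3 pairs in each simulation had a median of 0.51 and a range of 0.49 to 0.55. Only the correlation of Mettl14 and Hakai is above this range. The other pairs were not set beside the lower simulated pairs. Simulated groups hold no changes of their own, with a median of 24.2 called genes per group against a mean of 570 in the mutants. A correlation or a share of 1 sign below the simulated values thus does not decide whether shared libraries explain it. Genes are not independent replicates. Over the alternatives the number called in all 3 ranged from 90, with a mean FPKM of at least 5, to 237, with a pseudocount of 0.1. From the overlap and the shared direction, the paper argues that Mettl3, Mettl14 and Hakai act in the same pathway.

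**Figure D8:**
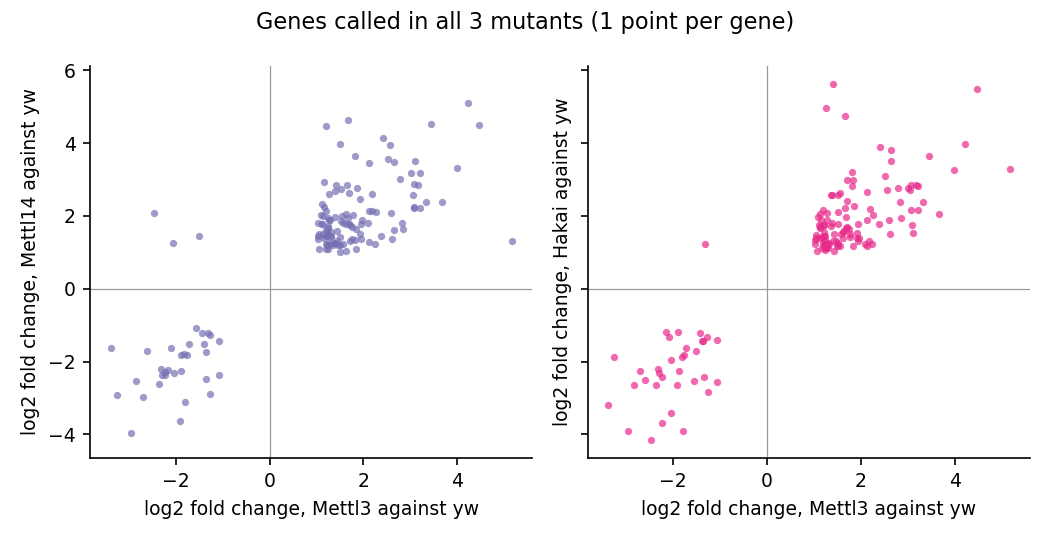
Log2 fold changes against yw of the genes called in all 3 mutants, with Mettl3 on the horizontal axis and Mettl14 or Hakai on the vertical axis. Each point is 1 of the 146 genes, and 142 of them have the same sign in all 3 mutants. Simulated unchanged groups that share the yw libraries gave at most 6 such genes.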

Interestingly, differentially expressed genes were strongly enriched for immune response genes in the GO analysis and for metabolic pathways in the KEGG analysis (Supplementary Fig. 8d, e). 

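Gene Ontology terms of the deposited table were tested among the genes called in at least 1 mutant. Of these, 726 had a term, against a background of 10904 tested genes with a term. Of 1682 terms, 43 had an adjusted p under 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment) and 74 an unadjusted p under 0.05. The lowest adjusted p was that of extracellular region, with 113 of 488 genes called and 32.5 expected by chance (adjusted p = 1.74e-30). Innate immune response had 29 of 106 genes called (7.06 by chance, adjusted p = 4.03e-09), antibacterial humoral response 17 of 24 (1.598 by chance, adjusted p = 5.18e-13) and defense response to Gram-positive bacterium 24 of 55 (3.66 by chance, adjusted p = 3.32e-12). Among the genes called in all 3 mutants, 12 terms passed, the 3 immune terms among them. Oxidation-reduction process had 63 of 611 genes called (40.7 by chance, adjusted p = 0.0141), and its adjusted p was 0.0544 when genes were called by adjusted p and 1 for the genes called in all 3. Of 113 KEGG pathways, 9 had an adjusted p under 0.05 and 18 an unadjusted p under 0.05. The lowest was Toll and Imd signaling pathway, with 17 of 67 genes (3.52 by chance, adjusted p = 2.87e-06). Metabolic pathways had 76 of 1060 genes (55.7 by chance, adjusted p = 0.0107). A list of 14 antimicrobial peptide genes had 12 tested members, with median log2 fold changes of 0.42 in Mettl3, 1.99 in Mettl14 and 1.53 in Hakai males, or 0.38, 1.86 and 1.499 with the medians of all libraries set equal. In Mettl3 the median was 0.24 without yw male replicate 1 and 0.66 without yw male replicate 2. Adjusted over all tested genes 4, 9 and 6 of them had an adjusted p under 0.05, and adjusted over the list alone 5, 11 and 12. limma's camera, with its preset correlation of 0.01, gave the list an adjusted p of 0.15 in Mettl3, 6.18e-07 in Mettl14 and 2.29e-07 in Hakai males over 36 tests of lists. The latter 2 calls hold under fry (adjusted p = 0.000188 in both), which also gave 0.0119 in Mettl3. CecA2 rose in all 3, with log2 fold changes of 2.42, 4.13 and 3.88 (standard error 0.19), and Mtk in Mettl14 (2.72) and Hakai males (3.06) but not in Mettl3 males (0.18, adjusted p = 0.447). AttC had negative log2 fold changes, -0.95, -0.49 and -0.80, that did not pass over all tested genes (adjusted p = 0.0941, 0.357 and 0.172). Whether the response differs between mutants was not tested.

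**Figure D9:**
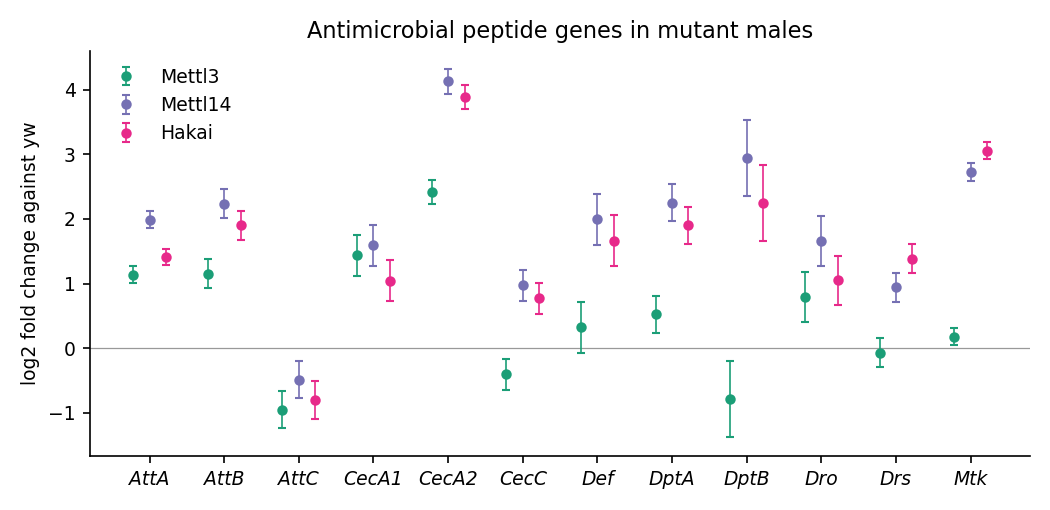
Log2 fold changes against yw of the 12 tested antimicrobial peptide genes in Mettl3, Mettl14 and Hakai males, with standard errors from limma as error bars. In Mettl14 and in Hakai males 11 of the 12 are above 0, and in Mettl3 males 8.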

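A yw male peak lost in all 3 mutants lies in 2200 genes, of which 1823 were tested for expression. Their median log2 fold change was 0.057 in Mettl3, 0.071 in Mettl14 and 0.032 in Hakai males, against 0.026, 0.12 and 0.030 in the other 11256 tested genes. The differences of the medians were 0.030, -0.048 and 0.0023, and camera gave p-values of 0.51, 0.36 and 0.56 for the 3 mutants. A fry test of the set by itself gave p-values of 0.15, 0.059 and 0.26. With 1 library left out at a time the difference ranged from -0.0026 to 0.056 in Mettl3 (negative without yw male replicate 2), from -0.082 to -0.0043 in Mettl14 and from -0.061 to 0.077 in Hakai males (negative without Hakai male replicate 1 and without yw male replicate 2). Genes with a lost peak were called less often than the others, 2.74% against 4.50% in Mettl3, 2.85% against 4.92% in Mettl14 and 2.74% against 4.42% in Hakai males. These shares were not compared at equal mean expression.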

By exhibiting MeRIP-seq together with RNA-seq data, we observed the reduction of m^6^A peaks in *Mettl3*, *Mettl14*, or *Hakai* mutant, and no obvious trend for change of mRNA expression correlated with differential m^6^A peaks (Supplementary Fig. 8f–h and Supplementary Data 5). We further divided the genes into m^6^A targets or nontargets, and the cumulative plot shows that there was no obvious difference between m^6^A targets and nontargets in *Hakai* or *Mettl3* mutant flies (Supplementary Fig. 8i, j), while there was a slight positive effect of m^6^A on mRNA levels in *Mettl14* mutant (Supplementary Fig. 8k), consistent with a previous report^33^. Moreover, we performed RNA decay assay for validated m^6^A-containing transcripts. 

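Genes with a peak in the yw male list were taken here as m6A targets, 9282 of the tested genes, and the other 3797 as nontargets. The median log2 fold change of targets minus that of nontargets was 0.030 in Mettl3, -0.036 in Mettl14 and 0.0026 in Hakai males. The medians in Mettl14 males were 0.10 for targets and 0.14 for nontargets, both above 0 as in all tested genes of that mutant. limma's camera, which sets the targets against the nontargets, gave p-values of 0.59, 0.50 and 0.88, so no difference was detected in any of the mutants. With its preset correlation of 0.01, camera gains little sensitivity from so large a set, and its check on simulated data planted 105 genes. A small shift of the targets is thus not excluded. fry, which tests the targets by themselves, gave p-values of 0.066, 0.0055 and 0.23, with an adjusted p of 0.0165 in Mettl14, where targets are shifted up together with the other genes. The difference stayed positive in Mettl3 under every alternative and library left out, and its sign changed in the other mutants. In Mettl14 males it turned to 0.038 with no filter on low values and to 0.0012 without Mettl14 replicate 2. In Hakai males it ranged from -0.041 (without Hakai male replicate 1) to 0.049 with 1 library left out at a time, and was -7.2e-05 against nontargets matched on mean expression. Targets were called less often than nontargets, 3.31% against 6.58% in Mettl3, 3.38% against 7.69% in Mettl14 and 3.11% against 6.82% in Hakai males. As for the lost peaks, these shares were not matched on mean expression.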

Four hours after transcription inhibition by actinomycin D, we did not observe the significant difference in mRNA levels for these genes between *Mettl3* and *yw* imaginal discs (Fig. 7l). These findings are consistent with the notion that effective m^6^A modifications are located in 5′UTRs in *Drosophila*, and thus do not mediate mRNA degradation as in the mammalian system.

Finally, we performed a similar analysis for splicing changes. In *Mettl3*, *Mettl14*, and *Hakai* mutant flies, 445, 364, and 340 genes were differentially spliced (FDR < 0.05, IncLevelDifference ≥0.2 or ≤ −0.2), respectively, and they overlapped substantially with each other (Supplementary Fig. 9a, c and Supplementary Data 6–8). The differential alternative spliced events occurred in all splicing categories (Supplementary Fig. 9b) and were functionally enriched for mRNA splicing and signaling transduction, etc (Supplementary Fig. 9d, e). We then examined the alternatively spliced transcripts of *Dsp1*, *CG8929*, *Aldh-III*, and *fl(2)d*, which were regulated by the m^6^A pathway (Fig. 3c). 

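For Dsp1 (FBgn0278608, plus strand of chromosome X), the yw male list has a peak of 6 blocks from 16333612 to 16337805 with a fold enrichment of 9.29, annotated to the 5′ UTR. The Mettl3 list has no 5′ UTR peak for Dsp1 and lists one of 2.89 over the downstream part, from 16336612 to 16337835. The Mettl14 list also has no 5′ UTR peak and lists an exon peak of 2.37 from 16336672 to 16337745. The Hakai list keeps a 5′ UTR peak of 3.56. For CG8929 (FBgn0034504, chromosome 2R), the 5′ UTR peak from 20327270 to 20328502 has a fold enrichment of 7.91 in yw males, is lost in Mettl3 and Mettl14 and has a value of 5.45 in Hakai males. For Aldh-III (FBgn0010548, chromosome 2R), the 5′ UTR peaks from 7473826 to 7474626 (3.35) and from 7475368 to 7477162 (7.33) are lost in all 3 mutants. For fl(2)d, the peak of yw males from 13820725 to 13824553 on chromosome 2R has a fold enrichment of 8.3. The Mettl3 list has a 5′ UTR peak from 13824166 to 13824553 with 1.45, the Mettl14 list one from 13824345 to 13824404 with 1.33 and the Hakai list one from 13822163 to 13824553 with 3.66. By the overlap rule the wide yw peaks of Dsp1 and fl(2)d count as found, because shorter mutant peaks lie inside them. RNA levels of the 4 genes did not differ from yw in any mutant at an adjusted p under 0.05, with log2 fold changes between -0.22 and 0.51.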

In all four cases, we found heavily methylated peaks surrounding the splicing junctions that depended on Mettl3, suggesting that these modifications may regulate splicing directly (Supplementary Fig. 9f–i). Interestingly, it seemed that the role of m^6^A modification is to repress splicing in these events. Even in the case of *Sxl*, the m^6^A modification plays a role to inhibit splicing as well, whether this is a general mechanism needs to be determined in the future.

## Discussion

m^6^A modification has been known for more than 40 years^6^ but has recently gained great attention due to the emergence of technologies to map m^6^A methylome^8,9,63^, as well as the identification of the writers, readers, and erasers in this pathway^4,14–16^. Since the initial purification of the key methyltransferase Mettl3^21^, other components of the writer complex were gradually identified through biochemical experiments and genetic screens. We now know that m^6^A writer complex is comprised of multiple components including Mettl3, Mettl14, WTAP, VIRMA, RBM15/15B, ZC3H13. Hakai was first indicated as a WTAP interaction protein^23^ and was shown later to be required for full m^6^A methylation in *Arabidopsis*^37^; however, its role in the m^6^A pathway in animals has not been studied. Here, we show that Hakai interacts with other m^6^A writer subunits, and *Hakai* mutants exhibit characteristic m^6^A pathway phenotypes, such as lowered m^6^A levels in mRNA, aberrant alternative splicing of *Sxl* and other genes, held-out wings, and flightless flies, as well as reduced m^6^A peaks shared with *Mettl3* and *Mettl14* mutants in MeRIP-seq. Altogether, these data unambiguously argue that Hakai is the seventh, and likely last core component of the conserved m^6^A writer complex.

Each component in the m^6^A writer complex plays a role in mRNA methylation but their exact roles are not well understood^64^. Our systematic analysis of several m^6^A writer subunits has provided insights into the mechanism of this important complex. We found that Fl(2)d, Vir, Hakai, and Flacc form a stable complex, and knocking down either of Fl(2)d, Vir, or Hakai led to the degradation of the other three components. Mettl3, Mettl14, and Nito were not affected by the disruption of Fl(2)d, Vir or Hakai, suggesting that they have separate functions. Knocking down Flacc resulted in less nuclear staining of Fl(2)d, consistent with a role in nuclear localization of the writer complex^35^. Based on these results, we proposed a model for the m^6^A methyltransferase complex (Fig. 4y). Mettl3 and Mettl14 form a stable heterodimer to catalyze the addition of the methyl group to mRNA. Nito/RBM15 contains three RRM domains and binds to positions adjacent to m^6^A sites, thus may provide target specificity for the m^6^A writer complex^32^. Fl(2)–Vir–Hakai–Flacc form a platform to connect different components and may integrate environmental and cellular signals to regulate m^6^A methylation.

Hakai is a potential E3 ubiquitin ligase with an intact C3HC4 RING domain and a C2H2 domain. Its absence led to the degradation, rather than the accumulation of other m^6^A writer subunits, indicating that it may not act as an E3 ubiquitin ligase in this complex. Hakai was initially identified as an E-cadherin binding protein to downgrade its levels^50^, and the role of Hakai in cell proliferation and tumor progression was extensively studied in cell culture^51^. However, our in vivo analysis using various genetic tools did not find a role of Hakai in E-cadherin regulation. In addition, Hakai appeared as a ubiquitous nuclear protein showing little co-localization with E-cadherin in the membrane. Consistently, Hakai was shown to interact with PTB-associated splicing factor (PSF), a nuclear protein, and to affect its RNA-binding ability^65^. Thus, the role of Hakai in E-cadherin regulation needs to be further investigated using the knockout mouse model and whether Hakai has other substrates for its E3 ligase activity also needs to be determined.

Recent emerging studies suggest that m^6^A is involved in numerous developmental processes and human diseases^16,66^, mainly by regulating mRNA stability, translation, or splicing. Pioneer work from three labs has established the framework for the m^6^A pathway in *Drosophila*^33,47,48^. However, only published *Drosophila* m^6^A methylome was performed in S2R + cells or embryos^33,47^ and was not done against writer mutants. Other than *Sxl*, few m^6^A target loci have been firmly mapped. By performing MeRIP-seq in wild-type adult flies as well as *Mettl3*, *Mettl14*, and *Hakai* mutants, we demonstrated that although most m^6^A peaks are distributed in 3′UTRs, the functional peaks responding to the loss of m^6^A writers are mainly located in 5′UTRs. This finding indicates a major difference between *Drosophila* and mammalian m^6^A methylome, which mainly occurs in 3′UTRs, and is in agreement with a recently published manuscript using miCLIP^67^. Interestingly, our LC-MS data show that the overall level of m^6^A modification in *Drosophila* only accounted for 10–20% of that in mammalian cells. *Mettl3* or *Mettl14* mutants are embryonic lethal in mice while they develop into adults in flies. It is possible that the m^6^A pathway acquires additional functions during evolution.

m^6^A modification in 3′UTRs usually causes mRNA instability and m^6^A in 5′UTRs is linked to translation enhancement^1,4^. In agreement with the view that functional m^6^A peaks are located in 5′UTRs in *Drosophila*, we did not observe an increase in mRNA half-life of m^6^A targets in *Mettl3* mutants compared to wild-type. These results imply that the major role of m^6^A modification in *Drosophila* is not on mRNA degradation, but possibly on translation upregulation, which can be tested by combining ribosome profiling^68^ and functional analysis of a single transcript in the future. Our data by combining MeRIP-seq and splicing analysis shed light on how the m^6^A modification contributes to splicing regulation. In all five cases, we analyzed, four (*Dsp1*, *CG8929*, *fl(2)d*, *Aldh-III*) in 5′UTRs and one (*Sxl*) in exon/intron, reduction of m^6^A modification was correlated with enhanced splicing, arguing that the normal role of these modifications might be to repress splicing events nearby.

Last but probably the most interesting finding from our work is to demonstrate the female-specific m^6^A modification around *Sxl* exon3. *Sxl* is a textbook paradigm to study alternative splicing and has been intensively investigated for more than thirty years^69^. Sxl protein binds to its own mRNA to control the alternative splicing, but its binding sites are located >200 nucleotides downstream or upstream of the male exon, meaning other regulators should be involved. Recently, the m^6^A modification pathway was shown to modulate *Sxl* alternative splicing, but the detailed mechanism has not been resolved^33,47,48^. Our MeRIP-seq data revealed that several m^6^A peaks were deposited only in females on and around *Sxl* exon3, and they were in the vicinity of Sxl-binding sites (Fig. 6e). We further validated this finding by independent m^6^A-IP-qPCR and showed that these modifications were reduced in *Mettl3* mutant females. This unexpected finding suggests a model that one main function of Sxl may be to recruit the m^6^A writer complex that methylates nearby m^6^A sites. The m^6^A reader Ythdc1 in turn binds to these sites and might interact with the splicing machinery to repress splicing (Fig. 6h). Future experiments, such as interactions between Sxl and Mettl3/Mettl14, interactions between Ythdc1 and general splicing factors, mapping of the exact m^6^A methylation site in *Sxl* at the single nucleotide level, comparison of transcriptome-wide binding sites of Sxl with m^6^A modification sites, will be required to firmly prove our model.

## Methods

### Fly strains and genetics

Flies were grown on standard cornmeal food and experiments were performed at 25 °C. The following stocks were used: *w*^*1118*^ (used as wild-type, WT), *yw*, *Mettl3*^*SK2*^, *Mettl14*^*SK1*^ ^47^, *Df(3R)Exel6197* (*Mettl3* deficiency, Bloomington 7676), *ap-Gal4*, *Hakai* shRNA (VDRC330548), *vir shRNA* (HMC03908, Bloomington 55694), *fl(2)d shRNA* (HMC03833, Bloomington 55674), *flacc shRNA* (VDRC 35212GD), *actin-Cas9* (Bloomington 54590)^55^, *nanos-Cas9* (Bloomington 78782)^57^. To generate *U6-Hakai-sgRNA*, target sequence “ACGTCCGCGCCCGCGAGCCC” was picked by DRSC Find CRISPRs^57^ and cloned into pCFD3 vector^55^ (Addgene 49410). The construct was inserted at attP40 site by standard PhiC31-mediated transformation to make transgenic flies in UniHuaii. *U6-Hakai-sgRNA* was crossed with *nanos-Cas9* flies to generate a series of indel mutations, and *Hakai*^*SH2*^ and *Hakai*^*SH4*^ were chosen for further analysis. Two additional Hakai shRNAs were made based on the pNP vector by Tsinghua Fly Center^56^. TH14422.S with target sequence “GAGCTCGACAAGGACGGCGAA” was inserted at attP2 site and TH14423.S with target sequence “CGGCCGCATGATACCCTGCAA” was inserted at attP40 site. The three *Hakai* shRNAs show similar knockdown efficiency as examined by Hakai antibody staining. VDRC330548 was used in Figs. 4g, j, k, 5c–c”, TH14423.S was used in Fig. 4h–h’, 4i, and TH14422.S was used in Fig. 4l. To test adult flight ability, cohorts of ten male flies were tapped down into a Petri dish, and the number of flies that flew away within 2 min was recorded.

### Immunostaining

Wing discs from 3rd instar larvae were dissected in PBS and fixed in 4% formaldehyde (Sigma) in PBST (PBS + 0.1% Triton X-100) for 15 min. After blocking in 1% normal donkey serum (Jackson Immuno) in PBST for 1 h, the samples were incubated with the primary antibody in the same solution at 4 °C overnight. After three washes in PBST, samples were incubated with the secondary antibody for 2 h at room temperature, washed in PBST three times, and subsequently mounted in Antifade Mounting Medium (Beyotime). All images were taken on a Zeiss LSM 880 microscope.

The following antibodies were used: mouse anti-Fl(2)d (1:10) (9G2, DSHB), rat anti-Ecad (1:5) (DCAD2, DSHB), mouse anti-Sxl (1:10) (M18, DSHB), rabbit anti-Flacc (1:200)^36^, rabbit anti-Hakai (1:200), rabbit anti-Vir (1:200), rabbit anti-Mettl3 (1:200), rabbit anti-Mettl14 (1:200); Alexa 488-conjugated anti-mouse and anti-rabbit IgG (1:1000) (Thermo Fisher, A21202, A21206), Cy3-conjugated anti-mouse, and anti-rabbit IgG (1:400) (Jackson Immuno, 715-165-150, 711-165-152). Hakai antibody was generated in rabbits against a recombinant protein containing amino acids 1–120. Vir antibody was generated in rabbits against a recombinant protein containing amino acids 750–1005. Mettl3 antibody was generated in rabbits against a recombinant protein containing amino acids 110–300. Mettl14 antibody was generated in rabbits against a recombinant protein containing amino acids 1–205. All four antibodies were generated and affinity-purified at ABclonal.

### Molecular cloning and co-immunoprecipitation

To generate the GFP-, mRFP-, or HA-tagged plasmids, full-length cDNAs for Hakai (the long and the short isoform amplified from a cDNA library), Flacc (GH14795), Nito (GH11110), Fl(2)d (LD21616), METTL3 (AT20169), and METTL14 (LD06016) were cloned into the pENTR vector (Invitrogen), and transferred into the *Drosophila* Gateway vector pAGW, pARW, and pAHW. GFP was cloned into pAWM as a control.

*Drosophila* S2 cells were maintained in Schneider’s medium (Gibco) supplemented with 10% FBS (Gibco) at 25 °C. In all, 4 μg of total DNA was transfected into S2 cells in a 100-mm dish with Effectene (QIAGEN). After 48 h, cells were lysed in IP lysis buffer (Beyotime, 50 mM Tris (pH 7.4), 150 mM NaCl, 1% NP-40, 1× protease inhibitor) on ice for 30 min, and cleared at 20,000×*g* for 10 min at 4 °C. Supernatants were incubated with anti-GFP nanobody agarose beads (Allele Biotechnology) for 2 h at 4 °C. The beads were washed three to four times with 1 ml lysis buffer and resuspended in 2× SDS sample buffer. Eluted proteins were detected by western blotting using rabbit anti-GFP (1:1000, A6455, Molecular Probes), rat anti-HA (1:1000, 3F10, Roche) or mouse anti-Fl(2)d (1:100, 9G2, DSHB) primary antibodies, and HRP-conjugated secondary antibodies (1:3000, Santa Cruz Biotech). Uncropped western blots can be found in the Source Data file. For co-localization, S2 cells were grown on Lab-Tek chamber slides and imaged in live conditions 2 days after transfection. HeLa cells were cultured at 37 °C with 5% CO_2_ in Dulbecco’s modified eagle’s medium (TransGen) supplemented with 10% FBS (Gibco).

### Analyzing m^6^A levels by LC-MS

Total RNAs were extracted from adult flies or cultured cells using TRIzol (Invitrogen), and then subjected to two rounds of poly(A) selection using the GenElute mRNA Miniprep kit (Sigma). Before LC-MS analysis, all RNA samples were hydrolyzed enzymatically to ribonucleosides. Briefly, 600 ng RNA of each sample was digested by nuclease P1 (Sigma) and snake venom phosphodiesterase (Sigma) at 37 °C for 2 h, and followed by digestion with fast alkaline phosphatase (Thermo Fisher) for another 1 h. Then, the digested samples were used for the following LC-MS analysis.

Quantitative LC-MS analyses of m^6^A and adenosine were achieved using a Waters UPLC coupled to Thermo Q Exactive mass spectrometer in positive ion mode using dynamic multiple reaction monitoring. The ribonucleosides in the hydrolyzed RNA samples were resolved on an Acquity UPLC HSS T3 column (1.8 µm particle size, 100 Å pore size, 2.1 × 100 mm, 30 °C) at 300 µl min^−1^ using a solvent system of 0.1% formic acid in H_2_O (A) and acetonitrile (B). The elution profile was 2% B for 2 min, 2–11% B over 4 min, then to 11–80% B over 4 min, followed by a column washing at 80% B and column equilibration. The quantification of a ribonucleoside can be achieved using *m/z* of the parent ribonucleoside ion and m/z of the deglycosylated ion product. Nucleosides were quantified based on the transition of the parent ribonucleoside to the deglycosylated base ion: *m/z* 268.1–136.1 for A, *m/z* 282.1–150.1 for m^6^A, *m/z* 282.1–150.1 for m^1^A, *m/z* 244.1–112 for C, *m/z* 258.1–126 for m^5^C, and *m/z* 286.1–154 for ac^4^C. Absolute quantities of each ribonucleoside were determined using an external calibration curve prepared with A (Sigma), m^6^A (Selleck), m^1^A (J&K), C (Sigma), m^5^C (Sigma), and ac^4^C (J&K) standards.

### MeRIP-seq

MeRIP-seq was performed following previous protocols^70,71^. The total RNA was isolated from *yw* (male and female), *Mettl3*^*SK2*^*/Df* (male), *Mettl14*^*SK1*^ (male), and *Hakai*^*SH4*^ (male) adult fly about 1–2 days old using TRIzol (Invitrogen). The RNA amount of each sample was quantified using NanoDrop ND-1000 and the RNA integrity was assessed by Bioanalyzer 2100 (Agilent) with RIN number >7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly(A) RNA was purified from 50 μg of the total RNA using Dynabeads Oligo (dT)25 (Thermo Fisher) by two rounds of purification and then was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB) under 86 °C for 7 min. The cleaved RNA fragments were incubated for 2 h at 4 °C with Dynabeads (Dynabeads Antibody Coupling Kit, Thermo Fisher) coupled with m^6^A-specific antibody (202003, Synaptic Systems) in IP buffer (50 mM Tris-HCl, 750 mM NaCl, and 0.5% Igepal CA-630). Then the IP RNA fragments and untreated input control fragments are converted to the final cDNA library in accordance with a strand-specific library preparation by the dUTP method. The average insert size for the final cDNA library was 200 ± 50 bp. At last, we performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq 6000 (LC-Bio Technology) following the vendor’s recommended protocol.

### Bioinformatic analysis

fastp (v0.19.4) software was used to remove the reads that contained adaptor contamination, low-quality bases, and undetermined bases with default parameters. Then sequence quality of IP and Input samples were also verified using fastp. We used HISAT2 (v2.0.4)^72^ to map reads to the genome of *Drosophila_melanogaster* (Version: v96) with default parameters. Mapped reads of IP and input libraries were provided for R package exomePeak (v1.9.1)^73^, which identifies m^6^A peaks with bed or bigwig format that can be adapted for visualization on the IGV software. HOMER (v4.1)^74^ was used for de novo and known motif finding followed by localization of the motif with respect to peak summit. Called peaks were annotated by the intersection with gene architecture using R package ChIPseeker (v1.18.0)^75^. A common peak was picked if the peaks from different groups overlap in the genome >50% of the smallest of the peaks. StringTie (v1.3.4)^76^ was used to perform expression levels for all mRNAs from input libraries by calculating FPKM. The differentially expressed mRNAs were selected with log2 (fold change) ≥1 or log2 (fold change) ≤−1 and *P* value <0.05 by R package edgeR (v4.1)^77^. rMATS (v4.0.1) was used for differential splicing analysis with a filter for FDR < 0.05 and IncLevelDifference ≥0.2 or ≤ −0.2^78^.

### RT-PCR

Total RNAs were extracted using TRIzol (Invitrogen) and cDNAs were generated from 0.5 μg of RNA using Hifair II 1st Strand cDNA Synthesis Kit with gDNA digester plus (Yeason). 2xHieff PCR Master Mix (Yeasen) was used for regular PCR, and Hieff qPCR SYBR Green Master Mix (Yeasen) was used for qPCR. All primers used are listed in Supplementary Data 9. *Sxl* primers used in Fig. 3b are described in ref. ^59^ and *Dsp1*, *CG8929*, *Aldh-III* and *fl(2)d* primers used in Fig. 3c are described in refs. ^33,34^. Statistical analysis was performed using GraphPad Prism (v9.0.0).

### m^6^A-IP-qPCR

m^6^A-IP-qPCR was performed following a protocol with minor modifications^70^. Total RNAs were extracted using TRIzol (Invitrogen) and purified through GenElute mRNA Miniprep kit (Sigma). In total, 5 µg of purified mRNAs were fragmented into ~200 300 nt fragments by incubation in RNA fragmentation reagent (Thermo Fisher) at 94 °C for 30 s and then stopped with stop solution. Ten percent of the fragmented mRNAs were kept as input. The remaining mRNAs were incubated with 6.25 µg m^6^A-specific antibody (202003, Synaptic Systems) or rabbit IgG (Beyotime) in IP buffer (50 mM Tris-HCl (pH 7.4), 750 mM NaCl, 0.5% Igepal CA-630, 0.4 U/µl RNasin (Promega)) for 2 h at 4 °C. Then the mixture was incubated with 25 µl Dynabeads Protein A (Thermo Fisher) for another 2 h at 4 °C. After extensive washing, the bound mRNAs were eluted with 6.7 mM N6-methyladenosine (Sigma) in IP buffer and then recovered with ethanol precipitation. The immunoprecipitated mRNAs and input mRNAs were processed as in RT-PCR.

### mRNA decay assay

To assay for mRNA stability, *yw* or *Mettl3* mutant L3 larval imaginal discs were dissected and treated with 20 µg/ml Actinomycin D (Sigma) in Schneider’s medium (Gibco) for 4 h at 25 °C. Total RNA was extracted at *T* = 0 h and *T* = 4 h and processed as in RT-PCR.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Description of additional supplementary files

Reporting Summary

## Data Availability

High-throughput m^6^A-seq and RNA-Seq data are deposited into the Gene Expression Omnibus with accession number GSE155662. The data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Zhao BS, Roundtree IA, He C (2017). Post-transcriptional gene regulation by mRNA modifications. Nat. Rev. Mol. Cell Biol..

[2] Gilbert WV, Bell TA, Schaening C (2016). Messenger RNA modifications: form, distribution, and function. Science.

[3] Boccaletto P (2018). MODOMICS: a database of RNA modification pathways. 2017 update. Nucleic Acids Res..

[4] Zaccara S, Ries RJ, Jaffrey SR (2019). Reading, writing and erasing mRNA methylation. Nat. Rev. Mol. Cell Biol..

[5] Roundtree IA, Evans ME, Pan T, He C (2017). Dynamic RNA modifications in gene expression regulation. Cell.

[6] Desrosiers R, Friderici K, Rottman F (1974). Identification of methylated nucleosides in messenger RNA from Novikoff hepatoma cells. Proc. Natl Acad. Sci. USA.

[7] Perry R, Kelley DE (1974). Existence of methylated messenger RNA in mouse L cells. Cell.

[8] Meyer KD (2012). Comprehensive analysis of mRNA methylation reveals enrichment in 3’ UTRs and near stop codons. Cell.

[9] Dominissini D (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[10] Schwartz S (2013). High-resolution mapping reveals a conserved, widespread, dynamic mRNA methylation program in yeast meiosis. Cell.

[11] Luo GZ (2014). Unique features of the m6A methylome in *Arabidopsis thaliana*. Nat. Commun..

[12] Zhou J (2015). Dynamic m(6)A mRNA methylation directs translational control of heat shock response. Nature.

[13] Meyer KD (2015). 5’ UTR m(6)A promotes Cap-independent translation. Cell.

[14] Meyer KD, Jaffrey SR (2017). Rethinking m(6)A readers, writers, and erasers. Annu. Rev. Cell Dev. Biol..

[15] Shi H, Wei J, He C (2019). Where, when, and how: context-dependent functions of RNA methylation writers, readers, and erasers. Mol. Cell.

[16] Yang Y, Hsu PJ, Chen YS, Yang YG (2018). Dynamic transcriptomic m(6)A decoration: writers, erasers, readers and functions in RNA metabolism. Cell Res..

[17] Patil DP, Pickering BF, Jaffrey SR (2018). Reading m(6)A in the transcriptome: m(6)A-binding proteins. Trends Cell Biol..

[18] Jia G (2011). N6-methyladenosine in nuclear RNA is a major substrate of the obesity-associated FTO. Nat. Chem. Biol..

[19] Zheng G (2013). ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Mol. Cell.

[20] Mauer J (2017). Reversible methylation of m(6)Am in the 5’ cap controls mRNA stability. Nature.

[21] Bokar JA, Rath-Shambaugh ME, Ludwiczak R, Narayan P, Rottman F (1994). Characterization and partial purification of mRNA N6-adenosine methyltransferase from HeLa cell nuclei. Internal mRNA methylation requires a multisubunit complex. J. Biol. Chem..

[22] Bokar JA, Shambaugh ME, Polayes D, Matera AG, Rottman FM (1997). Purification and cDNA cloning of the AdoMet-binding subunit of the human mRNA (N6-adenosine)-methyltransferase. RNA.

[23] Horiuchi K (2013). Identification of Wilms’ tumor 1-associating protein complex and its role in alternative splicing and the cell cycle. J. Biol. Chem..

[24] Hongay CF, Orr-Weaver TL (2011). Drosophila Inducer of MEiosis 4 (IME4) is required for Notch signaling during oogenesis. Proc. Natl Acad. Sci. USA.

[25] Liu J (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat. Chem. Biol..

[26] Wang Y (2014). N6-methyladenosine modification destabilizes developmental regulators in embryonic stem cells. Nat. Cell Biol..

[27] Zhong S (2008). MTA is an Arabidopsis messenger RNA adenosine methylase and interacts with a homolog of a sex-specific splicing factor. Plant Cell.

[28] Ping XL (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Res..

[29] Agarwala SD, Blitzblau HG, Hochwagen A, Fink GR (2012). RNA methylation by the MIS complex regulates a cell fate decision in yeast. PLoS Genet..

[30] Schwartz S (2014). Perturbation of m6A writers reveals two distinct classes of mRNA methylation at internal and 5’ sites. Cell Rep..

[31] Yue Y (2018). VIRMA mediates preferential m(6)A mRNA methylation in 3’UTR and near stop codon and associates with alternative polyadenylation. Cell Discov..

[32] Patil DP (2016). m(6)A RNA methylation promotes XIST-mediated transcriptional repression. Nature.

[33] Lence T (2016). m(6)A modulates neuronal functions and sex determination in Drosophila. Nature.

[34] Knuckles P (2018). Zc3h13/Flacc is required for adenosine methylation by bridging the mRNA-binding factor Rbm15/Spenito to the m(6)A machinery component Wtap/Fl(2)d. Genes Dev..

[35] Wen J (2018). Zc3h13 regulates nuclear RNA m(6)A methylation and mouse embryonic stem cell self-renewal. Mol. Cell.

[36] Guo J, Tang HW, Li J, Perrimon N, Yan D (2018). Xio is a component of the Drosophila sex determination pathway and RNA N(6)-methyladenosine methyltransferase complex. Proc. Natl Acad. Sci. USA.

[37] Ruzicka K (2017). Identification of factors required for m(6) A mRNA methylation in Arabidopsis reveals a role for the conserved E3 ubiquitin ligase HAKAI. N. Phytol..

[38] Granadino B, Campuzano S, Sanchez L (1990). The *Drosophila melanogaster* fl(2)d gene is needed for the female-specific splicing of Sex-lethal RNA. EMBO J..

[39] Hilfiker A, Nothiger R (1991). The temperature-sensitive mutation vir (ts)(virilizer) identifies a new gene involved in sex determination of Drosophila. Roux Arch. Dev. Biol..

[40] Yan D (2014). A regulatory network of Drosophila germline stem cell self-renewal. Dev. Cell.

[41] Yan D, Perrimon N (2015). spenito is required for sex determination in *Drosophila melanogaster*. Proc. Natl Acad. Sci. USA.

[42] Penn JK (2008). Functioning of the Drosophila Wilms’-tumor-1-associated protein homolog, Fl(2)d, in Sex-lethal-dependent alternative splicing. Genetics.

[43] Hilfiker A, Amrein H, Dubendorfer A, Schneiter R, Nothiger R (1995). The gene virilizer is required for female-specific splicing controlled by Sxl, the master gene for sexual development in Drosophila. Development.

[44] Penalva LO (2000). The Drosophila fl(2)d gene, required for female-specific splicing of Sxl and tra pre-mRNAs, encodes a novel nuclear protein with a HQ-rich domain. Genetics.

[45] Niessen M, Schneiter R, Nothiger R (2001). Molecular identification of virilizer, a gene required for the expression of the sex-determining gene Sex-lethal in *Drosophila melanogaster*. Genetics.

[46] Ortega A (2003). Biochemical function of female-lethal (2)D/Wilms’ tumor suppressor-1-associated proteins in alternative pre-mRNA splicing. J. Biol. Chem..

[47] Kan L (2017). The m(6)A pathway facilitates sex determination in Drosophila. Nat. Commun..

[48] Haussmann IU (2016). m(6)A potentiates Sxl alternative pre-mRNA splicing for robust Drosophila sex determination. Nature.

[49] Wan C (2015). Panorama of ancient metazoan macromolecular complexes. Nature.

[50] Fujita Y (2002). Hakai, a c-Cbl-like protein, ubiquitinates and induces endocytosis of the E-cadherin complex. Nat. Cell Biol..

[51] Aparicio LA, Valladares M, Blanco M, Alonso G, Figueroa A (2012). Biological influence of Hakai in cancer: a 10-year review. Cancer Metastasis Rev..

[52] Kaido M, Wada H, Shindo M, Hayashi S (2009). Essential requirement for RING finger E3 ubiquitin ligase Hakai in early embryonic development of Drosophila. Genes Cells.

[53] Guruharsha KG (2011). A protein complex network of *Drosophila melanogaster*. Cell.

[54] Graveley BR (2011). The developmental transcriptome of *Drosophila melanogaster*. Nature.

[55] Port F, Chen HM, Lee T, Bullock SL (2014). Optimized CRISPR/Cas tools for efficient germline and somatic genome engineering in Drosophila. Proc. Natl Acad. Sci. USA.

[56] Qiao HH (2018). An efficient and multiple target transgenic RNAi technique with low toxicity in Drosophila. Nat. Commun..

[57] Ren X (2013). Optimized gene editing technology for Drosophila melanogaster using germ line-specific Cas9. Proc. Natl Acad. Sci. USA.

[58] Bell LR, Horabin JI, Schedl P, Cline TW (1991). Positive autoregulation of Sex-lethal by alternative splicing maintains the female determined state in Drosophila. Cell.

[59] Johnson ML, Nagengast AA, Salz HK (2010). PPS, a large multidomain protein, functions with Sex-lethal to regulate alternative splicing in Drosophila. PLoS Genet..

[60] SchuLtt C, Hilfiker A, Nothiger R (1998). virilizer regulates Sex-lethal in the germline of *Drosophila melanogaster*. Development.

[61] Samuels ME (1994). RNA binding by Sxl proteins in vitro and in vivo. Mol. Cell Biol..

[62] Sakamoto H, Inoue K, Higuchi I, Ono Y, Shimura Y (1992). Control of Drosophila Sex-lethal pre-mRNA splicing by its own female-specific product. Nucleic Acids Res..

[63] Linder B (2015). Single-nucleotide-resolution mapping of m6A and m6Am throughout the transcriptome. Nat. Methods.

[64] Garcias Morales D, Reyes JL (2021). A birds’-eye view of the activity and specificity of the mRNA m(6) A methyltransferase complex. Wiley Interdiscip. Rev. RNA.

[65] Figueroa A (2009). Novel roles of Hakai in cell proliferation and oncogenesis. Mol. Biol. Cell.

[66] Hsu PJ, Shi H, He C (2017). Epitranscriptomic influences on development and disease. Genome Biol..

[67] Kan, L. et al. A neural m^6^A/Ythdf pathway is required for learning and memory in Drosophila. *Nat. Commun.***12**, 1458 (2021).10.1038/s41467-021-21537-1PMC793587333674589

[68] Zhang H (2018). Genome-wide maps of ribosomal occupancy provide insights into adaptive evolution and regulatory roles of uORFs during Drosophila development. PLoS Biol..

[69] Salz HK, Erickson JW (2010). Sex determination in Drosophila: the view from the top. Fly.

[70] Dominissini D, Moshitch-Moshkovitz S, Salmon-Divon M, Amariglio N, Rechavi G (2013). Transcriptome-wide mapping of N(6)-methyladenosine by m(6)A-seq based on immunocapturing and massively parallel sequencing. Nat. Protoc..

[71] Molinie B, Giallourakis CC (2017). Genome-wide location analyses of N6-methyladenosine modifications (m(6)A-Seq). Methods Mol. Biol..

[72] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[73] Meng J (2014). A protocol for RNA methylation differential analysis with MeRIP-Seq data and exomePeak R/Bioconductor package. Methods.

[74] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[75] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[76] Pertea M (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[77] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[78] Shen S (2014). rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. Proc. Natl Acad. Sci. USA.

# Supplementary material for: Role of Hakai in m6A modification pathway in Drosophila
**Source:** Nat Commun. 2021 Apr 12;12:2159. doi: 10.1038/s41467-021-22424-5
**Supplement:** Supplementary file 12 — Description of additional supplementary files

Description of additional supplementary information

Title: Supplementary Data 1.

Description: m6A peak calling in yw, Mettl3, Mettl14 and Hakai male adult flies and yw female adult flies Peaks were called by R package exomepeak and p-value calculated by the ctest function.

Title: Supplementary Data 2.

Description: Differential m6A peaks in Mettl3, Mettl14 and Hakai male adult flies versus yw Diffpeaks were analyzed by R package exomepeak and p-value calculated by the bltest function.

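The test behind the differential peaks compares reads of the IP and input libraries in a mutant with those in yw at each peak, so a peak present in both lists can still be reduced or increased. The lists of peaks per genotype, on which the values of lost and gained peaks in the re-analysis rest, hold only the result of calling each genotype by itself. The table of differential peaks was not used for those values.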

Title: Supplementary Data 3.

Description: Gene expression in yw, Mettl3, Mettl14 and Hakai male adult flies and yw female adult flies analyzed by RNA-seq

Title: Supplementary Data 4.

Description: Differential gene expression in Mettl3, Mettl14 and Hakai male adult flies versus yw Differential gene expression and statistical analysis were performed by R package edgeR.

Title: Supplementary Data 5.

Description: Differential m6A peaks and differential gene expression in Mettl3, Mettl14 and Hakai male adult flies versus yw

Title: Supplementary Data 6.

Description: Differential spliced events categorized by A3SS, A5SS, MXE, RI, and SE in Mettl3 male adult flies versus yw Data S6-8, differential splicing and statistical analysis were performed by rMATS software.

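rMATS compares, for each splicing event, the share of reads that include the alternative segment between mutant and yw libraries, the inclusion level. The categories are alternative 3′ splice sites (A3SS), alternative 5′ splice sites (A5SS), mutually exclusive exons (MXE), retained introns (RI) and skipped exons (SE). The values need reads across splice junctions, which a table of FPKM per gene does not hold, so splicing was not analysed here. The coordinates of Sxl exon 3 that were set beside the peak lists come from Supplementary Data 6.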

Title: Supplementary Data 7.

Description: Differential spliced events categorized by A3SS, A5SS, MXE, RI, and SE in Mettl14 male adult flies versus yw

Title: Supplementary Data 8.

Description: Differential spliced events categorized by A3SS, A5SS, MXE, RI, and SE in Hakai male adult flies versus yw

Title: Supplementary Data 9.

Description: Sequences of all primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

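The series holds 20 libraries, 10 m6A immunoprecipitation (IP) libraries and 10 input libraries, from adult flies 1 to 2 days old. They come from yw females, yw males and males of 3 mutants (Mettl3SK2/Df, Mettl14SK1 and HakaiSH4), with 2 IP and 2 input libraries in each group. All 6 processed files were used: 5 peak lists and 1 table of expression. In the file and column names, Ime4 was read as Mettl3, an older name of the gene, and Hakai4 as HakaiSH4. The RNA levels of the mutated genes were checked against these names.

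The authors trimmed reads with fastp, mapped them with HISAT2 and called peaks with exomePeak from the IP libraries of a group against its input libraries, so each deposited list is 1 result for the replicates together. The deposited fold enrichment of a peak is a ratio of IP over input from exomePeak, on a linear scale. The p-value and the FDR of each peak are exomePeak's, given by the authors as log10 values. The region of a peak and its gene are the authors' annotation by ChIPseeker. The authors made the FPKM values with StringTie from the input libraries, on a linear scale with no further normalization stated. They tested expression with edgeR and splicing with rMATS, whose values were not used here. No file gives read counts or totals of reads, so the depth per library is unknown and its effect on weak peaks and on genes with low FPKM could not be measured.

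Peaks were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Peaks on the same chromosome, whatever the strand, were matched when they overlapped by more than 50% of the smaller one, from the outer coordinates of each peak. Alternatives were any overlap, at least 50% of both peaks, overlap of exonic blocks, peaks at an FDR of at most 0.01, peaks with a fold enrichment of at least 5, and a midpoint within the initial 25% of the gene's span in place of the annotated 5′ UTR. Shares have Wilson 95% intervals and medians intervals from ranks. Random draws that shuffled the losses separately for each mutant are not reported, because the comparisons share the yw male list and a yw peak called by noise would be lost in all of them. Each overlap rule was tested on simulated data, with 2000 of 2000 simulated peaks assigned as built.

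Expression was analysed with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with trend = TRUE on log2(FPKM + 1), in 1 fit of the 8 male input libraries and 1 fit of the 4 yw input libraries for the comparison of the sexes. Genes with a mean FPKM of at least 1 were tested, 13079 in males and 12778 between the sexes, of 17276 in the table. A call is an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, and counts with a Benjamini-Hochberg adjusted p under 0.05 are given beside it. With 2 libraries per group, the variances were shared across genes with about 2 prior degrees of freedom. Simulated data held 200 planted genes, all well expressed and changed by more than the threshold of a call. Of these, 197 were called at an adjusted p under 0.05, as were 4 of 12879 unchanged genes. A simulated group with no planted gene gave 35 calls among 13079 genes, and 0 at an adjusted p under 0.05. Alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, a fit of the 4 libraries of a comparison alone, a replicate block, equal medians of all libraries, a fit without trend, fold changes from the ratio of mean FPKM, and leaving out each library in turn.

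Genes with a peak in the yw male list (m6A targets) and genes with a peak lost in all 3 mutants were set against the other tested genes with camera (preset correlation 0.01) and fry of limma, and by the difference of median log2 fold changes. A set of 105 planted genes in simulated data gave a camera p of 4.30e-220 and a fry p of 1.19e-08, and a set of 100 random genes 0.210 and 0.0805. Alternatives defined targets by peaks with a fold enrichment of at least 5 or matched nontargets on mean expression in 20 strata. The calls in all 3 mutants were set beside 100 simulations of unchanged groups against the same yw libraries. Gene Ontology terms of the deposited table with 10 to 500 tested genes, plus the immune and oxidation-reduction terms fixed in advance, made 1682 terms, tested by the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. The 113 KEGG pathways of the same table were tested in the same way. For random genes 0 of the 1682 terms passed, and for genes drawn from 1 planted term 13 passed. Calls were also counted by chromosome, chromosome arm and distance (1 Mb, or 0.5 and 2 Mb) to the mutated gene.

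The genes named in the text come from those that the paper names and the tables hold, the m6A writers and readers, the 11 genes of Fig. 7k and the 4 of Fig. 3c, lists of marker genes (sex markers, sex determination, antimicrobial peptides, accessory gland, testis, eye, midgut enzymes and flight muscle) and E-cadherin (shg). It also names the 3 genes with the largest positive and the 3 with the largest negative mean log2 fold change among genes with an adjusted p under 0.05 in all 3 mutants in 1 direction. The members of the marker lists that are named by themselves were chosen after their values were seen. Sxl exon 3 was placed by its coordinates in Supplementary Data 6.

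The density of sequence motifs in peaks and the windows around start codons need a genome and a gene annotation, which were not used here. Differential peaks by reads, splicing, mRNA half-life and the m6A-IP-qPCR were not analysed here.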

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

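The comparisons of yw females with yw males were set before the result was seen, as were the tests of their explanations in this part.

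The paper reports the sex difference in m6A for Sxl. Over all genes, 6239 of the yw female peaks (30.4%) have no yw male peak under the overlap rule, and 5249 of them (84.1%) lie in 3441 genes with a mean FPKM of at least 1 in both sexes. In the other direction, 5505 yw male peaks (27.3%) have no yw female peak, and 2881 of them (52.3%) lie in 2240 genes expressed in both sexes. These peaks drew attention because they are a signal that the paper does not analyse, in data with 1 list per sex and no replicate check. Higher expression of the gene in the sex with the peak cannot be told apart from other causes. The median log2 expression ratio (female over male) of the genes differed from that of peaks found in both sexes by 0.038 for the female peaks and by -0.094 for the male peaks, small shifts toward the sex with the peak. A median over genes that go both ways decides little, and the 990 female and 2624 male peaks in genes not expressed in both sexes were outside this test. Weak peaks that pass the calling threshold in 1 list only may account for most of them: 3.94% of the female peaks in genes of both sexes have a fold enrichment of at least 5, against 20.6% of the female list, and 6.94% of the male ones against 24.4% of the male list. What remains at that fold enrichment is 207 female and 200 male peaks. The peaks found in 1 sex were less often in the 5′ UTR than peaks found in both, 22.8% against 29.2% in females and 10.1% against 28.0% in males. The depth of the lists is unknown and a difference in depth or in the antibody precipitation between the sexes was not tested. Sex, which the design names, stays open for the peaks as a biological explanation.

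Between yw females and yw males 4107 of 12778 tested genes were called, 1176 higher and 2931 lower in females, and 4091 at an adjusted p under 0.05. The paper lists expression in both sexes without a test between them, which drew attention to this count. Whole flies of the sexes differ in their organs, so a difference in tissue cannot be parted from regulation within a tissue here, and neither was tested. FPKM is a share of a library, and genes with very high FPKM in 1 sex lower all others, which could move the balance of directions: with the medians of the libraries set equal, the median log2 fold change of all tested genes moved from -0.029 to 0.34, and 4961 genes were called, 2284 higher and 2677 lower. The count thus holds under this scaling and the excess of lower genes largely goes away.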

How the results depend on the processing

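All the alternatives in this part were chosen before the data were examined, except the KEGG pathways, which were chosen after seeing the data. Of 209 alternatives of results about a comparison, 154 kept direction and side of the threshold or stayed within the limits set for a count or a share, 48 moved, 2 passed a threshold that the value as reported does not, and 5 changed direction. Of 139 alternatives of a named gene or term, 137 kept direction and side and 2 lost the threshold. Where a value moved, the cause was not tested unless a sentence says otherwise.

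With peaks at an FDR of at most 0.01, the median log2 fold enrichment was 1.36 in yw females, 1.68 in yw males, 1.39 in Mettl3, 1.53 in Mettl14 and 1.58 in Hakai males, since the weakest peaks are left out. The share of peaks in the 5′ UTR was 28.8% in yw females and 24.0% in yw males, the deficit of strong peaks in Hakai males 19.4%, and the share in the 5′ UTR of the peaks lost in all 3 mutants 57.9%. With a fold enrichment of at least 5, the shares in the 5′ UTR were 57.1% and 41.8% in yw females and males and 11.5%, 9.01% and 18.9% in Mettl3, Mettl14 and Hakai males. Then 1284, 1518 and 864 peaks were lost, 461, 494 and 543 gained and 631 lost in all 3 mutants, 61.8% of these in the 5′ UTR, and 207 female and 200 male peaks were found in 1 sex. These counts fall because fewer peaks are counted. With the midpoint in the initial 25% of the gene's span, the shares at the 5′ end were 24.8% in yw females, 21.0% in yw males and 16.9% in Hakai males.

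With a reciprocal overlap, a stricter rule by construction, 8199, 9083 and 8262 peaks were lost in Mettl3, Mettl14 and Hakai males, 9110, 7239 and 6785 gained and 5676 lost in all 3 mutants, with 43.7% of these in the 5′ UTR. With any overlap that share was 52.3%. In the alternatives of the threshold and of the midpoint, the 5′ UTR share of each mutant list was below that of yw males. In the alternatives of the overlap and of the threshold, more peaks were lost than gained in Mettl14 and Hakai males. In Mettl3 males more peaks were gained than lost except with a fold enrichment of at least 5. The depth of the libraries is unknown and limits what an absent peak means, since a weak peak may be missed at low depth: 17.2% of the peaks lost in Hakai males had a fold enrichment of at least 5, below the 24.4% of the yw male list, but 27.4% in Mettl3 and 26.3% in Mettl14 males, above it.

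With a mean FPKM of at least 5, where 9260 genes were tested, 364, 370 and 336 genes were called in Mettl3, Mettl14 and Hakai males, 276, 305 and 279 at an adjusted p under 0.05, and 90 in all 3. With a pseudocount of 0.1, 237 genes were called in all 3, and 957 genes had a 2-fold difference in Mettl3 males. With fold changes from the ratio of mean FPKM, 840 genes were called in Mettl3 males. A paired fit with the replicate block gave 588, 625 and 558 calls, 530, 581 and 518 at an adjusted p under 0.05, and 4155 between the sexes. The replicate numbers pair some of the groups and not others: the deviations of replicate 2 from replicate 1 correlated across genes with r of 0.50 between yw and Mettl14, 0.46 between yw and Hakai and 0.67 between Mettl14 and Hakai males, and with r of 0.015 between yw and Mettl3, 0.029 between Mettl3 and Mettl14, 0.063 between Mettl3 and Hakai males and -0.0027 between yw males and yw females.

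The difference of m6A targets from nontargets in Mettl14 males turned from -0.036 to 0.038 with no filter, and that in Hakai males from 0.0026 to -7.23e-05 with matched nontargets. Camera p-values over the alternatives ranged from 0.118 to 0.740 in Mettl3, 0.218 to 0.773 in Mettl14 and 0.401 to 0.999 in Hakai males. With 1 library left out at a time, in 4 fits per mutant, the difference ranged from 0.010 to 0.049 in Mettl3, from -0.072 to 0.0012 in Mettl14 (positive without Mettl14 male replicate 2) and from -0.041 to 0.049 in Hakai males (negative without Hakai male replicate 1, and, at -0.025, without yw male replicate 2). For genes with a lost peak the ranges were -0.0026 to 0.056 (negative without yw male replicate 2), -0.082 to -0.0043 and -0.061 to 0.077 (negative without Hakai male replicate 1 and, at -0.019, without yw male replicate 2). Genes with a 2-fold difference numbered from 596 to 931 in Mettl3 (931 without yw male replicate 1), from 693 to 780 in Mettl14 and from 680 to 717 in Hakai males.

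For the genes called in all 3 mutants 12 Gene Ontology terms passed, and 9 KEGG pathways passed for the genes called in at least 1. Oxidation-reduction process had adjusted p-values from 0.00598 (pseudocount 0.1) through 0.0544 (calls by adjusted p) to 1 (genes called in all 3). Within 1 Mb of the mutated gene, 3.90% of the tested genes were called in Mettl3, 4.90% in Mettl14 and 6.48% in Hakai males. Against the share elsewhere, the direction changed in Mettl3 males at 0.5 Mb (5.23%, Fisher's exact p = 0.542) and in Mettl14 males at 0.5 Mb (4.05%, Fisher's exact p = 1) and 2 Mb (4.11%, Fisher's exact p = 0.667). In Hakai males the difference passed at 2 Mb (7.93%, Fisher's exact p = 0.00071) and, at 6.48%, with calls by adjusted p (Fisher's exact p = 0.0397), but not as reported (Fisher's exact p = 0.119). The alternatives with a start codon window of the reference annotation and the motif densities were not run.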

Differences from the paper's values

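The paper states 987 differentially expressed genes in Mettl3, 954 in Mettl14 and 886 in Hakai males, against 557, 606 and 548 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (821, 825 and 785) and fold changes from the ratio of mean FPKM (840, 841 and 818) came within 1.5 times the paper's values in each mutant, and no filter on low values did in Mettl14 (645) but not in Mettl3 (594) or Hakai males (579). The others did not: a mean FPKM of at least 5 (364, 370 and 336), the 4 libraries alone (558, 598 and 545), the replicate block (588, 625 and 558), equal medians (540, 574 and 551) and no trend (556, 606 and 548).

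The paper's numbers of reduced m6A peaks are 2745 in Mettl3, 2615 in Mettl14 and 2036 in Hakai males, from a test on reads, against 4694, 5772 and 5015 peaks lost from the lists here, which is another measure. Peaks at an FDR of at most 0.01 closed the gap in Mettl3 (3739) but not in Mettl14 (4696) or Hakai males (3997). Any overlap (4251, 5315 and 4630), reciprocal overlap (8199, 9083 and 8262), a fold enrichment of at least 5 (1284, 1518 and 864) and exonic blocks (4919, 6031 and 5201) did not close it.

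The paper's numbers of increased peaks are 330, 260 and 278, against 5320, 3911 and 3285 gained peaks here, again another measure. With a fold enrichment of at least 5, the number in Mettl3 (461) came within 1.5 times the paper's, and those in Mettl14 (494) and Hakai males (543) did not. Any overlap (4814, 3459 and 2907), reciprocal overlap (9110, 7239 and 6785), an FDR of at most 0.01 (4415, 3185 and 2609) and exonic blocks (5518, 4063 and 3423) did not close the gap.

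The paper gives 1345 common reduced peaks, against 2885 peaks lost in all 3 mutants here, again another measure. None of the alternatives set before the data were examined closed the gap: any overlap 2563, reciprocal overlap 5676, an FDR of at most 0.01 2286, a fold enrichment of at least 5 631 and exonic blocks 3032. Of these common peaks, the paper places 90% in the 5′ UTR and close to the start codon, against 48.8% annotated to the 5′ UTR here. A fold enrichment of at least 5 (61.8%) came within 1.5 times of it, and any overlap (52.3%), reciprocal overlap (43.7%), an FDR of at most 0.01 (57.9%), exonic blocks (49.9%) and the initial 25% of the gene's span (48.6%) did not.

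The paper states that many more peaks are reduced than increased in each mutant. Presence or absence in the lists here is another measure than the paper's test on reads, so the orders need not match. In Mettl3 males the lists gave the opposite order, 4694 lost and 5320 gained. With a fold enrichment of at least 5 they gave the paper's order, 1284 lost and 461 gained. The paper finds a significant overlap between the mutants in the reduced peaks only. Here 992 gained peaks (18.6% of those in Mettl3) were shared by all 3 mutant lists, a number not tested against chance. The paper shows several female peaks in and around Sxl exon 3, and the yw female list holds 1 peak there, in 2 blocks.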

Other observations

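In this part, the test of the yolk protein RNA and all tests by chromosome were chosen only after the result was seen.

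In replicate 2 of yw, Mettl14 and Hakai males, RNA levels deviate from replicate 1 together, with 43 genes at least 2-fold higher (25) or lower (18) in all 3 groups, while Mettl3 males do not share the deviation. Mean expression is argued against as its cause, with a Spearman rho of 0.0041 across 13079 genes between expression and the mean deviation. The length of the gene span gave a rho of -0.171, a weak trend that cannot be told apart from other causes, since long genes also differ in kind. A batch of RNA or libraries may be shared by these replicate numbers, but the labels give none, and no biological explanation was tested.

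Mettl14 male replicate 2 holds 24.3 FPKM of the yolk protein gene Yp1, against 3.63 in replicate 1, a mean of 1.57 in yw males and 1963 in yw females. Above the yw male level, this is 1.16% of the female level. Over 23 genes with at least 50 FPKM in females and at most 1% of that in males, chosen after the values were seen, the median share was 0.927% in replicate 2 and 0.0567% in replicate 1. The share ranged from -0.131% to 7.06%, was above 0 for 18 of the genes and reached that of Yp1 for 10. RNA of females like the yw females is argued against, because the 4 vitelline membrane genes of the set reached at most 0.061% of the female level, far below the share the yolk protein would need. Females with other stages of the ovary stay open. Yp3 was higher in both replicates of Mettl14 (33.7 and 65.9 FPKM) and of Hakai males (48.0 and 63.5 FPKM) than the mean of 3.05 FPKM in yw males, so it may be raised in males of these mutants.

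Called genes were unevenly spread over the chromosomes. In Mettl3 males, 4.99% of the tested genes of chromosome 3, which carries Mettl3, were called, against 3.68% elsewhere (odds ratio 1.38, Fisher's exact p = 0.000245). In Hakai males, 5.54% of the genes of chromosome 2, which carries Hakai, were called, against 3.31% elsewhere (Fisher's exact p = 8.13e-10), and 5.79% of those of arm 2L (Fisher's exact p = 1.56e-05). For Mettl14, also on chromosome 2, the shares were 5.05% and 4.36% (Fisher's exact p = 0.0674), and 4.57% and 3.69% with calls by adjusted p (Fisher's exact p = 0.0125). Arm 3L, which does not carry Mettl14, also had a high share in this mutant (5.76%, Fisher's exact p = 0.00327), so the question stays open for it. Of the genes of these chromosomes called only in Mettl3, 152 were on chromosome 3 and 75 on chromosome 2, and of those called only in Mettl14 or Hakai males 242 and 279 (odds ratio 2.34, Fisher's exact p = 2.13e-07). Variants of the strain carried with each mutated chromosome may thus contribute to the called genes of 1 mutant. On the arm of the mutated gene, Mettl3 (3R, 4.85%, Fisher's exact p = 0.0561, beside 5.17% and Fisher's exact p = 0.0138 on the other arm of the chromosome, 3L) and Mettl14 (2L, 4.81%, Fisher's exact p = 0.636) did not pass. The X chromosome, which carries none of the 3 genes, had low shares in all mutants (3.38%, 2.98% and 1.82%), which raises either autosome against the rest, but not chromosome 3 against chromosome 2. Genotype and strain background are confounded in this design, so the share of calls due to each is unknown.

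The comparisons share their yw libraries, which could make the mutants look alike. For the 146 genes called in all 3 this is argued against as the whole cause, since simulated unchanged groups gave at most 6. Across all tested genes, the highest pair of each simulation had an r of 0.49 to 0.55. The correlations between Mettl3 and Mettl14 (0.44) and between Mettl3 and Hakai males (0.45) are below this range. Shared libraries may account for them, but this is not decided. Lower simulated pairs were not compared, and the simulated groups hold no changes of their own. The correlation between Mettl14 and Hakai males (0.63) is above the range. These 2 mutants also share chromosome 2 and the deviation of replicate 2, so the excess may have a cause other than m6A.

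Absence of a gene's own m6A peak from all 3 mutant lists is argued against as the main cause of the calls in all 3 mutants. Among 9000 genes with at least 5 FPKM in yw males, 2 of the 1186 genes (0.169%) with a peak lost in all 3 mutants were called in all 3, against 0.755% of the others. The common odds ratio within 10 strata of expression was 0.209 (95% interval 0.0506 to 0.860). Of all tested genes called in all 3 mutants, 11 have such a lost peak. A peak that is weaker but still listed counts as found, so reduced methylation of a gene's own RNA was not tested by this comparison. Such a reduction, effects through other genes or the strain may account for the rest.

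Weak peaks that cross the calling threshold in 1 list only were weighed for lost and gained peaks. Of the lost peaks, 27.4% in Mettl3 and 26.3% in Mettl14 males had a fold enrichment of at least 5 in yw, above the 24.4% of the whole yw male list, which argues against weak peaks as the whole cause. For the peaks lost in Hakai males, 17.2%, the 2 explanations cannot be told apart, as the share is below that of the list but not near 0. The same holds for gained peaks, of which 8.67% in Mettl3, 12.6% in Mettl14 and 16.5% in Hakai males had such a fold enrichment, against 13.7%, 18.7% and 21.6% of the mutant lists.

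Other lists of marker genes gave these values, with adjusted p from camera over 36 tests of limma in the order Mettl3, Mettl14 and Hakai males. No list test with the replicate block is given, although replicates of yw, Mettl14 and Hakai males deviate together. A list that does not pass in Mettl14 or Hakai males can therefore still have changed. Flight muscle genes (8) had median log2 fold changes of -0.62, -0.36 and -0.19 (adjusted p 0.000724, 0.000174 and 0.0866), which hold for Mettl3 and Mettl14 under fry (0.0096 and 0.0126). Midgut enzyme genes (10) had -0.42, 1.36 and -0.90 (0.216, 0.00135 and 0.0174), none under 0.05 in fry (0.532, 0.0579 and 0.124). The directions of these lists are the same with equal medians. The list tests did not use the replicate block, while the deviations of replicate 2 correlated between yw, Mettl14 and Hakai males. A fry value above 0.05 in Mettl14 or Hakai males thus does not exclude a change. Accessory gland genes (8) had 0.38, 0.59 and -0.21 (0.0727, 0.0646 and 0.351, in fry 0.0224, 0.0224 and 0.340). Eye genes (7) had -0.14, -0.020 and -0.12 (0.0716, 0.598 and 0.400, in fry 0.0274, 0.931 and 0.183). Testis genes (10) had -0.083, 0.065 and -0.029 (0.309, 0.981 and 0.675), and with equal medians that in Mettl14 turned to -0.068.

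The female markers (3 tested) had 0.095, 2.08 and 0.12 (0.855, 0.0646 and 0.307, in fry 0.865, 0.0357 and 0.146), the male markers (3) -0.031, 0.0053 and -0.28 (0.675, 0.675 and 0.212), with -0.13 in Mettl14 at equal medians, and the sex determination genes (3) 0.25, -0.14 and 0.078 (0.675, 0.312 and 0.981). The m6A writers and readers (9 tested of 15 listed symbols, some of them synonyms) had -0.18, -0.030 and -0.020 (0.312, 0.459 and 0.980, in fry 0.0119, 0.187 and 0.931), with the mutated genes themselves among them. Of the others, vir changed by -0.21, 0.17 and 0.13, nito by -0.18, -0.14 and -0.02, xio (Flacc) by 0.25, 0.51 and 0.48, Ythdc1 by -0.21, -0.19 and -0.23 and Ythdf by 0.36, -0.03 and -0.03, none at an adjusted p under 0.05 (lowest 0.236, xio in Mettl14). The sex determination gene tra changed by 0.25, 0.15 and 0.32 (adjusted p 0.369, 0.635 and 0.338). The genes of Fig. 7k (11) had -0.015, -0.14 and -0.077 (0.980, 0.00999 and 0.675, in fry 0.931, 0.425 and 0.931), and of them only MESK2 in Mettl14 was called (log2 fold change -1.01, standard error 0.13, adjusted p 0.00565). The genes of Fig. 3c (4) had -0.0040, 0.11 and 0.11 (0.877, 0.981 and 0.721), with -0.024 in Mettl14 at equal medians. E-cadherin (shg) changed by 0.50, 0.12 and -0.01 (adjusted p 0.0793, 0.670 and 0.988 from limma).

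Leaving out 1 library moved many of these list medians by over 1.5 times. In Mettl14 and Hakai males it also breaks the pairing of replicate numbers with yw. Among the values with an adjusted p under 0.05, the median of the midgut enzymes in Mettl14 was 0.81 without Mettl14 male replicate 2, and in Hakai males -0.44 without Hakai male replicate 1 and -1.35 without replicate 2. That of the Fig. 7k genes in Mettl14 was -0.39 without Mettl14 male replicate 1 and -0.012 without replicate 2, and that of the female markers 3.30 and 0.86 in the same order. That of the accessory gland genes in Mettl14 was 0.33 without yw male replicate 2. In Mettl3, that of the eye genes was -0.075 without yw male replicate 1 and -0.22 without yw male replicate 2, and that of the writers and readers -0.033 without yw male replicate 2.

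Of the other medians, these changed direction. Without yw male replicate 1, they were 0.063 and 0.033 for the writers and readers in Mettl14 and Hakai, 0.18 and 0.016 for Fig. 7k in Mettl3 and Hakai, 0.081 for Fig. 3c in Mettl3, -0.038 for the female markers in Mettl3, 0.0079 for the accessory gland in Hakai and 0.041 for the eye in Mettl14. Without yw male replicate 2, they were -0.012 for Fig. 3c and -0.0011 for the male markers in Mettl14, and -0.028 for sex determination and 0.026 for the testis in Hakai. Without Mettl3 male replicate 1, that of Fig. 3c was 0.071. Without Mettl14 male replicate 1 that of the male markers was -0.069, and without replicate 2 that of the writers and readers 0.13. Without Hakai male replicate 1, they were -0.097 for the female markers, -0.083 for sex determination and 0.073 for the testis, and without replicate 2 0.090 for the writers and readers and 0.11 for Fig. 7k. Others kept direction and moved by over 1.5 times: the midgut enzymes in Mettl3 (-0.69 without yw male replicate 1, -0.20 without yw male replicate 2), flight muscle in Hakai (-0.097 without yw male replicate 2), the testis in Mettl3 (-0.13 and -0.055 without yw male replicates 1 and 2) and Mettl14 (0.12 without yw male replicate 2), the eye in Hakai (-0.0094 without yw male replicate 1), the male markers in Hakai (-0.18 without yw male replicate 1), sex determination in Mettl14 (-0.064 without yw male replicate 1, -0.29 without Mettl14 male replicate 2) and Fig. 3c in Hakai (0.0014 without Hakai male replicate 2, 0.22 without Hakai male replicate 1).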
